# Global gene expression profiling related to temperature-sensitive growth abnormalities in interspecific crosses between tetraploid wheat and *Aegilops tauschii*

**DOI:** 10.1371/journal.pone.0176497

**Published:** 2017-05-02

**Authors:** Ryusuke Matsuda, Julio Cesar Masaru Iehisa, Kouhei Sakaguchi, Ryoko Ohno, Kentaro Yoshida, Shigeo Takumi

## Abstract

Triploid wheat hybrids between tetraploid wheat and *Aegilops tauschii* sometimes show abnormal growth phenotypes, and the growth abnormalities inhibit generation of wheat synthetic hexaploids. In type II necrosis, one of the growth abnormalities, necrotic cell death accompanied by marked growth repression occurs only under low temperature conditions. At normal temperature, the type II necrosis lines show grass-clump dwarfism with no necrotic symptoms, excess tillers, severe dwarfism and delayed flowering. Here, we report comparative expression analyses to elucidate the molecular mechanisms of the temperature-dependent phenotypic plasticity in the triploid wheat hybrids. We compared gene and small RNA expression profiles in crown tissues to characterize the temperature-dependent phenotypic plasticity. No up-regulation of defense-related genes was observed under the normal temperature, and down-regulation of wheat *APETALA1*-like MADS-box genes, considered to act as flowering promoters, was found in the grass-clump dwarf lines. Some microRNAs, including miR156, were up-regulated, whereas the levels of transcripts of the miR156 target genes *SPL*s, known to inhibit tiller and branch number, were reduced in crown tissues of the grass-clump dwarf lines at the normal temperature. Unusual expression of the miR156/*SPL*s module could explain the grass-clump dwarf phenotype. Dramatic alteration of gene expression profiles, including miRNA levels, in crown tissues is associated with the temperature-dependent phenotypic plasticity in type II necrosis/grass-clump dwarf wheat hybrids.

## Introduction

Allopolyploid speciation, which involves the full duplication of a hybrid genome [1], can be established through various processes, including interspecific hybrid formation, endoreduplication in hybrid plants, alteration of gene expression profiles, and genome stabilization [2, 3]. For successful allopolyploid speciation, normal growth and fertility of interspecific hybrids are essential. However, hybrid plants frequently fail to produce the next generation due to lethality and sterility. The molecular nature of the causative genes to hybrid lethality has recently been elucidated in *Arabidopsis* and other plant species [4]. A disease resistance (*R*) gene encoding the nucleotide binding leucine rich repeat (NB-LRR)-type protein is necessary to trigger hybrid necrosis in some intraspecific crosses of *Arabidopsis thaliana* [5,6]. One of the causal genes for the hybrid necrosis encodes SRF3 (Strubbelig Receptor Kinase 3), a receptor-like protein kinase, and complementarily interacts with the NB-LRR-type *R* gene located within the *RPP1* cluster [7]. In an interspecific cross of lettuce, *RIN4*, which encodes a protein interacting with multiple *R* gene products, is one of the causal genes of hybrid necrosis [8]. Therefore, it is postulated that hybrid necrosis is an autoimmune-like response induced by epistatically interaction of particular alleles of the *R* gene with particular alleles of genes elsewhere in the genome [4].

For the birth of common wheat (*Triticum aestivum* L., genome constitution AABBDD), normal triploid hybrids with an ABD genome were produced from an interspecific cross between tetraploid wheat (*Triticum turgidum* L., AABB genome) and diploid wild wheat *Aegilops tauschii* Coss. (DD genome) [9]. The evolutionary process generating common wheat can be artificially reproduced, and a number of synthetic hexaploid wheat plants have been produced from ABD hybrids of tetraploid wheat and *Ae*. *tauschii* [10–12]. On the other hand, triploid hybrids with tetraploid wheat sometimes show abnormal growth phenotypes such as germination failure, hybrid necrosis and hybrid sterility [13]. In particular, the following four types of the abnormal growth phenotypes are known in ABD hybrids between the tetraploid wheat cultivar Langdon (Ldn) and *Ae*. *tauschii* accessions: two types of hybrid necrosis (type II and type III), hybrid chlorosis, and severe growth abortion [14]. The hybrid incompatibilities in ABD triploids occur due to epistatic interaction between the AB and D genomes, which is postulated to depend on a phenomenon described by a Dobzhansky-Muller (DM) model [15]. The growth abnormalities in the triploid hybrids could act as postzygotic hybridization barriers between tetraploid wheat and *Ae*. *tauschii*, preventing the production of synthetic hexaploid wheat lines. Based on cytological and transcriptome analyses, an autoimmune response-like reaction may be associated with necrotic cell death in both types of hybrid necrosis in the ABD triploids [14,16].

Type II necrosis plants exhibit a distinct phenotype from those showing type III necrosis. Cell death occurs gradually from older to younger tissues in the hybrid lines showing type III necrosis, similarly to type I and type IV necrosis observed in other cross combinations of wheat [17], whereas a necrotic phenotype of type II necrosis lines is induced by low temperature (LT) conditions [14]. In addition, in the type II necrosis lines, stem elongation is markedly inhibited, and new leaf expansion is delayed under LT [16]. The type II necrosis lines exhibit a significant decrease in expression of genes related to the cell cycle and cell division occurs at the crown tissues including the shoot apical meristem [14]. Interestingly, the ABD triploids with type II necrosis show dramatic increase in tiller number and marked reduction of plant height at normal temperature [14,18]. No necrotic symptoms are observed and the start of senescence seemed to be delayed in the type II necrosis lines under normal temperature, and heading and flowering are remarkably delayed (by more than 3 weeks) in the type II necrosis plants compared with those in other synthetics with a normal phenotype under glasshouse conditions [18]. This characteristic under normal temperature corresponded to the so-called grass-clump dwarf phenotype, which has sometimes been observed in intra- and interspecific crosses of wheat and its relatives [19,20]. Complementary genes located on the AB and D genomes, named *Net1* and *Net2*, respectively, have been assumed to control type II necrosis, and *Net2* was assigned to the short arm of chromosome 2D [16]. Thus, epistatic interaction of *Net1* and *Net2* at the crown tissues may induce temperature-dependent phenotypic plasticity in the ABD triploids.

MicroRNAs (miRNAs) have been defined as a highly conserved class of small non-coding RNA molecules acting in post-transcriptional gene repression [21,22]. An RNA-induced silencing complex including miRNA directs decreased levels of the target mRNAs, which contain the complementary sequence, usually by mRNA cleavage in higher plants. In wheat and its relatives, many miRNAs are responsive to abiotic stress such as dehydration [23–26]. Mutations occurring in miRNA loci or in the miRNA-targeted sites sometimes result in developmental abnormalities in higher plants [27,28]. Overexpression of miR156 results in the extremely bushy dwarf phenotype of maize *Corngrass1* (*Cg1*) mutants [29], and the *Cg1* phenotype strongly resembles the grass-clump dwarf phenotype of wheat hybrids [18]. However, the relationship between grass-clump dwarfism and expression profiles of wheat miRNAs has never been studied.

Expression levels and patterns of small RNAs, including miRNAs and small interfering RNAs (siRNAs) and *trans*-acting siRNAs, could be altered in interspecific hybrids and allopolyploids [30]. The expression levels of small RNAs are negatively correlated with their target mRNA levels. Changes in small RNA levels have been observed in both intraspecific and interspecific F_1_ hybrids of rice, tomato and *Arabidopsis* [31–33]. In intersubspecies hybrids of rice, more small RNAs are down-regulated than up-regulated [32]. *Arabidopsis* miR163, which has expression levels correlated with levels of acetylation at H3K9 and trimethylation at H3K4, is highly expressed in *Arabidopsis thaliana*, repressed in *Arabidopsis arenosa*, and down-regulated in their synthetic allotetraploids [31,34]. Non-additive expression of miRNAs and *trans*-acting-siRNAs in allopolyploids may lead to morphological variation between *Arabidopsis* species [30]. Thus, small RNAs could contribute to phenotypic alteration in interspecific hybrids and allopolyploids. During wheat hybrid formation and allopolyploidization, the number of siRNAs corresponding to transposable elements greatly decreased [35]. The reduction in siRNAs could contribute to allopolyploid genome destabilization. In newly synthesized wheat allohexaploids, expression of miRNAs was greatly altered compared with the parental miRNA levels, possibly resulting in modified expression profiles of their target genes [36]. However, there are no reports of direct association of small RNAs with abnormal growth phenotypes in interspecific hybrids of wheat relatives.

One research objective of the present study was elucidation of the molecular mechanisms behind the temperature-dependent phenotypic plasticity in wheat ABD triploids with abnormal growth. Here, we report mRNA and miRNA transcriptome analyses in type II necrosis lines under distinct growth temperatures, and discuss association of miR156 with the grass-clump dwarf phenotype in the ABD triploids.

## Materials and methods

### Plant materials

In our previous study, a tetraploid wheat (*Triticum turgidum* subsp. *durum* Husn.) cultivar, Langdon (Ldn), was used as the female parent, and crossed with 122 *Aegilops tauschii* accessions to artificially produce triploid wheat hybrids [14]. Selfed seeds (F_2_ generation), called synthetic wheat, from the triploid F_1_ hybrids were obtained through unreduced gamete formation [10]. In this study, we used six synthetic hexaploid wheat lines (F_4_ generation), five derived from cross combinations between Ldn and five *Ae*. *tauschii* accessions, KU-2012, KU-2025, KU-2059, KU-2075 and KU-2159 [14], and one between a tetraploid wheat (*T*. *turgidum* subsp. *carthlicum* Á.Löve & D.Löve) accession, KU-138, and *Ae*. *tauschii* accession KU-2025 [18]. Three synthetic lines, Ldn/KU-2059, Ldn/KU-2075 and Ldn/KU-2159, showed a normal wild-type (WT) growth phenotype, whereas the Ldn/KU-2012, Ldn/KU-2025 and KU-138/KU-2025 (crt/KU-2025) synthetic wheat lines exhibited type II necrosis under LT. An F_2_ mapping population was previously generated by a cross between WT (Ldn/KU-2075) and type II necrosis (Ldn/KU-2025) synthetic hexaploids [16]. In the present study, some progeny from the F_2_ individuals were used for gene expression analyses. The *Net2*-homozygous plants exhibited a severe growth defect, and generally died in the winter season [16]. Phenotype of the *net2*-homozygous plants was normal, whereas the *Net2*-heterozygous plants frequently showed an intermediate phenotype of defective and delayed growth.

### mRNA transcriptome analysis

For microarray analysis, total RNA was extracted using an RNeasy Plant Mini kit (Qiagen, Hilden, Germany) from crown tissues of WT and type II necrosis lines grown at 24°C (normal temperature) under long day (18-h light and 6-h dark) conditions for 8 weeks. A KOMUGI 38k oligonucleotide DNA microarray (Agilent Technologies, Santa Clara, CA, USA) was supplied by the National BioResource Project-Wheat, Japan (https://www.nbrp.jp) for analysis, and the 38k microarray information was found in the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (NCBI) website under platform GPL9805 [37]. Hybridization of Cy3-labeled cRNA, washing and image scanning were performed according to our previous report [38]. Scanned images were analyzed using Feature Extraction Software with default parameters to obtain background-subtracted and spatially detrended processed signal intensities. After trimmed means excluding the 2% highest and lowest values were determined, the processed signal intensities of each probe were multiplied by the scaling factor (2500 divided by trimmed mean value) for normalization. Two independent experiments were conducted for each sample. All microarray data were deposited as GSE78784 in the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/), including supplementary files, GSM2076765-2076770. The microarray data of the crown tissues under LT was used from our previous study in which total RNA was extracted from WT (Ldn/KU-2059) and type II necrosis (Ldn/KU-2025) lines exposed to 4°C for 6 weeks after grown at 24°C for 3 weeks [16]. The data of the LT-treated samples deposited as GSE24566 in the NCBI GEO database were here compared with those grown at the normal temperature.

BLASTx searches (*E* value < 1e^-10^) against the NCBI non-redundant protein database were conducted to predict the functions of probes and genes. The National BioResource Project’s KOMUGI website (http://www.shigen.nig.ac.jp/wheat/komugi/array/index.jsp) was also used to identify functions of the proteins partially encoded by the probes. Gene Ontology (GO) annotation was performed using Blast2GO [39]. Annotations were further refined using ANNEX [40] and mapped to plant-specific GO-Slim terms, both available in Blast2GO. GO terms of differentially expressed (mean of fold changes ≥ 3 or ≤ 1/3, subjected to Student’s *t*-test with Benjamini and Hochberg multiple testing correction at a false discovery rate [FDR] of 5%) probes were extracted and compared. Based on the GO term enrichment analysis (Fisher’s exact test, FDR < 0.05), the differentially encountered probes were input for biological processes (level 3).

Heat map analysis of the selected probes was conducted using Multiple Experiment Viewer version 4.8.1 [41]. Pearson correlation was estimated based on the log2 fold change values of the probes, and hierarchical clustering by average linkage was performed using the correlation values as distance metrics.

### Deep sequencing of small RNAs

For the first screening of miRNA associated with the grass-clump dwarfism via small RNA sequencing, total RNA was extracted from crown tissues of WT and type II necrosis lines grown at normal temperature and 4°C under long-day (18-h light and 6-h dark) conditions for 8 weeks using Sepasol-RNA I Super G solution (Nacalai Tesque, Kyoto, Japan). For each sample, crown tissues of at least two independent plants were bulked with no biological replications. Small RNA libraries were prepared using a TruSeq Small RNA Library Preparation Kit (Illumina, San Diego, CA, USA) and RNA 3’ adapter and RNA 5’ adapter were respectively added using truncated T4 RNA ligase 2 (New England BioLabs, Ipswich, MA, USA) and T4 RNA ligase 1 (New England BioLabs). cDNA was synthetized using the 3’ adapter-recognizing primer, and after PCR, products of around 150 bp were selected. Single-end sequencing was performed with a TruSeq SBS Kit v3-HS (Illumina) on a HiSeq2000 platform (Illumina) according to the manufacturer’s instructions. Files containing raw sequence data were deposited in the sequence read archive of DDBJ (accession number DRA004554).

### Extraction and annotation of miRNAs

From the raw sequence reads, stop oligonucleotides, binding to the 3' adapter to prevent further ligation, were removed and then adapter sequences were trimmed (S1 Fig). The trimmed reads were BLASTn searched against Rfam 11.0 [42] to remove reads with homology ≥ 90% (plus/plus strand search, without low-complexity masking) to non-coding RNAs such as tRNAs, rRNAs and snoRNAs. Of the remaining reads, those with length ≥ 18 bp and ≤ 30 bp were aligned to the repeat-masked A- and D-genome sequences [43,44] using Bowtie version 1.0.0 [45], reporting all valid alignments with a perfect match (-v 0 -a). Rfam and Repbase 18.10 databases [46] were used for masking of the A- and D-genomes with RepeatMasker version open-4.0.1 (http://www.repeatmasker.org).

The aligned data were used to predict novel miRNAs with mireap version 0.2 (http://sourceforge.net/projects/mireap) with the following parameters: minimal miRNA length of 18 bp and maximal of 30 bp, minimal reference miRNA length of 18 bp and maximal of 26 bp, maximal space between miRNA and miRNA* of 400 bp, maximal bulge of miRNA and miRNA* of 3 bp, flank sequence length of miRNA precursor of 20 bp and maximal free energy allowed for a miRNA precursor of -20. The obtained miRNAs were BLASTn searched against the miRBase 19.0 plant miRNA database [47] (homology ≥ 90%, plus/plus strand search, without low-complexity masking) to separate known miRNAs from the novel miRNAs. Reads that were unaligned to genomic sequence that remained after mireap analysis were also BLASTn searched using the same parameters against the miRBase to rescue the known miRNAs.

### miRNA target prediction

For miRNA target prediction, psRNATarget (2017 Update) [48] were used with scoring schema V2 (2017 release) against *Triticum aestivum*, unigene, DFCI gene index (TAGI) version 12 and *Triticum aestivum* cDNA, Ensembl Plants, release-31. Targets with maximum expectation values > 2 were discarded. Unannotated genes were BLASTx searched against the NCBI non-redundant protein database (*E*-value < 10^−3^).

### Quantitative RT-PCR (qRT-PCR)

For qRT-PCR, each plant was grown at 23°C for 3 weeks and total RNA was extracted from the crown tissues using Sepasol-RNA I (Nacalai Tesque, Kyoto, Japan). Crown tissues of at least two independent plants were bulked for each synthetic hexaploid line. First-strand cDNA was synthesized from DNase I-treated RNA samples using ReverTra Ace Reverse Transcriptase (Toyobo, Osaka, Japan) and an oligo(dT)_20_ primer. The accumulation of each gene transcript was detected by qRT-PCR using a LightCycler 480 Real-Time PCR System (Roche Diagnostics, Mannheim, Germany) with the gene-specific primer sets listed in S1 Table. These primers amplify genes expressed from the A-, B- and D-genomes. The *Actin* gene was used as an internal control. The rate of amplification was monitored using THUNDERBIRD SYBR qPCR mix (Toyobo, Osaka, Japan) according to the manufacturer’s protocol. The relative expression level was calculated as 2^-ΔΔCt^ of three technical replicates [49], where ΔCt is the difference in number of PCR cycles required to reach the log phase of amplification of the target gene relative to *Actin*.

For validation of the first screening of miRNA assocaited with grass-clump dwarfism via small RNA sequencing, we conducted qRT-PCR of miRNAs. Total RNA was extracted from crown tissues of the synthetic hexaploid lines and F_2_ individuals of the Ldn/KU-2075//Ldn/KU-2025 population. Bulked RNA samples of each *Net2* genotype were extracted from the crown tissues of five F_2_ individuals. The accumulation of each miRNA was detected by qRT-PCR using the first-strand cDNA samples synthesized by a Mir-X miRNA First-Strand Synthesis Kit (BD Biosciences Clontech, Tokyo, Japan). qRT-PCR was conducted using SYBR Advantage premix (BD Biosciences Clontech) with a miRNA-specific primer and mRQ3’ adapter primer. The miRNA-specific primers for qRT-PCR are listed in S2 Table. 18S rRNA was used as an internal control. The relative expression level was calculated as 2^-ΔΔCt^ of three technical replicates.

### Phylogenetic analysis

The cDNA sequences of *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE* (*SPL*) and MADS-box genes were based on recent reports [50–52], and the nucleotide sequences were obtained from public DNA databases of rice (TIGR, http://rice.tigr.org/), *Arabidopsis* (TAIR, http://www.arabidopsis.org), barley and wheat (NCBI, http://www.ncbi.nlm.nih.gov), and the deduced amino acid sequences were predicted by ORF Finder (http://www.ncbi.nlm.nih.gov/projects/gorf/gorf.html). Conserved domains of the amino acids were confirmed using InterProScan (http://www.ebi.ac.uk/Tools/pfa/iprscan/). Multiple sequence alignments of the amino acid sequences were carried out using the ClustalW computer program (gap penalty = 8, gap extension penalty = 2, PAM protein weight matrix) of MEGA ver. 5.05 software [53], and a phylogenetic tree was constructed by the maximum likelihood (Poisson model of amino acid substitution and 4–γcategory model) and neighbor-joining (bootstrap = 1000) methods.

### 5’-RACE analysis of wheat *SPL* transcripts

Based on the wheat *SPL* sequences, gene-specific primers were designed for determining the 5’ ends of the wheat *SPL* cDNAs, and rapid amplification of cDNA ends (RACE)-PCR was conducted using a BD SMART RACE cDNA Amplification Kit (BD Biosciences Clontech). Each amplified PCR product was cloned into vector pMD20-T using Mighty TA-cloning Reagent Set for PrimeSTAR (Takara Bio). The nucleotide sequences of the 5’-RACE PCR products were determined using a Big Dye terminator cycle sequencing kit (Applied Biosystems, Foster City, CA, USA) and an Applied Biosystems 3730*xl* DNA Analyzer. The nucleotide sequences were analyzed using GENETYX-MAC version 12.00 software (Whitehead Institute for Biomedical Research, Cambridge, MA, USA).

## Results

### Microarray analysis of gene expression profiles in type II necrosis lines

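Cy3-labeled cRNA from crown tissues of 3 synthetic hexaploid wheat lines was hybridized to the KOMUGI 38k array, a 1-color Agilent array, with 2 arrays for each line. A synthetic hexaploid combines the A and B genomes of a tetraploid wheat with the D genome of Aegilops tauschii. Ldn/KU-2059 has the wild-type (WT) growth phenotype and shares the tetraploid parent Langdon (Ldn) with the dwarf line Ldn/KU-2025. The dwarf line crt/KU-2025 has the same Ae. tauschii parent as Ldn/KU-2025, but a tetraploid parent of T. turgidum subsp. carthlicum. The plants were grown for 8 weeks at 24°C with 18 h of light and 6 h of dark. The authors deposited the processed signal intensities of Feature Extraction, which are background-subtracted and spatially detrended within each array but not scaled between arrays. Each array was then scaled as the paper describes, to 2500 over its mean trimmed of the 2% highest and lowest values. The scaling factors were 1.66 and 1.77 for the WT arrays, 1.79 and 1.73 for Ldn/KU-2025, and 2.24 and 2.47 for crt/KU-2025. Between 75.1% and 77.6% of the 37826 probes were flagged well above background on an array, and 0 probes were saturated. The 1417 control spots were left out. The log2 signals of all 6 arrays entered 1 linear model in limma with the 3 lines as groups, so that the lines shared 1 estimate of the spread for each probe. A probe was called up- or down-regulated when its mean log2 signals differed by at least 3-fold and limma's p-value, after Benjamini-Hochberg adjustment over all probes, was under 0.05. The SD over probes of the difference between the replicate arrays was 0.473 in WT, 0.468 in Ldn/KU-2025 and 0.776 in crt/KU-2025 on the log2 scale. The 4 arrays of WT and Ldn/KU-2025 were on slide 1, and both arrays of crt/KU-2025 were alone on slide 2, so that crt/KU-2025 and its slide cannot be told apart. The number of arrays limits the precision of every value.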

To comprehensively compare gene expression profiles between WT (Ldn/KU-2059) and two type II necrosis lines (Ldn/KU-2025 and crt/KU-2025) under normal temperature, we analyzed their transcriptomes using a wheat-specific 38k oligo DNA microarray [37]. After hybridization with the RNA samples, probes showing at least a threefold difference (FDR<0.05) in signal intensity compared to the WT were defined as either up- or down-regulated genes. 

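In crown tissues of Ldn/KU-2025, 367 probes (0.97%) were up-regulated and 74 (0.20%) were down-regulated against WT in the limma fit. By fold change alone, 682 probes were at least 3-fold higher and 322 at least 3-fold lower, and 11582 probes had an unadjusted p-value under 0.05. The methods' t-test on the linear signals gave 367 up-regulated and 63 down-regulated probes after Benjamini-Hochberg adjustment. The counts moved most when replicate 1 of Ldn/KU-2025 was left out. That fit gave 61 up-regulated probes, of which 30 were among the 367, and 15 down-regulated probes, all 15 of them among the 74. Of all called probes, 83.2% were up-regulated. This share was 53.4% without replicate 1 of WT, with 133 up-regulated and 116 down-regulated probes, and 51.3% without replicate 2 of WT, with 80 and 76. The largest rise among the probes above background in both lines was that of rwhcs20f08_m_664, described in S3 Table as a chlorophyll a/b binding protein, from a scaled signal of 182 ± 25.6 (SD, n = 2) in WT to 4790 ± 31.7 (SD, n = 2). This is a log2 ratio of 4.73 with a standard error of 0.11 and an adjusted p of 0.002 from limma with Benjamini-Hochberg adjustment. The next rises were a log2 ratio of 4.29 at wheat0130Contig11508 and of 3.98 at wheat0130Contig14853. The largest fall was that of MUGEST2003_23lib_Contig22076_325, from 6807 ± 138 (SD, n = 2) to 174.5 ± 7.20 (SD, n = 2), a log2 ratio of -5.29. The log2 ratio was -3.35 at MUGEST2003_23lib_Contig11601_205 and -3.14 at MUGEST2003_23lib_Contig8755_p_242. Whichever array of WT or Ldn/KU-2025 was left out, limma's Benjamini-Hochberg adjusted p rose to between 0.10 and 0.11 for wheat0130Contig11508 and to between 0.13 and 0.19 for MUGEST2003_23lib_Contig8755_p_242. Some of these fits also put wheat0130Contig14853 and MUGEST2003_23lib_Contig22076_325 above 0.05, at up to 0.071 and 0.063, with their direction kept.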

Of the 37,826 probes on the wheat microarray, 362 (0.96%) probes were regarded as reflecting genes up-regulated in crown tissues of the Ldn/KU-2025 line compared with WT plants, and 59 (0.16%) were regarded as down-regulated. Similarly, 2,543 (6.72%) up-regulated and 2,591 (6.85%) down-regulated probes were observed in crown tissues of the crt/KU-2025 line compared with WT plants. 

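In crt/KU-2025, 4462 probes (11.8%) were up-regulated and 4156 (11.0%) were down-regulated against WT by the same limma criteria. The methods' t-test gave 2583 up-regulated and 3016 down-regulated probes. Scaling to the 75th percentile in place of the trimmed mean shifted the median log2 ratio of all probes from 0.10 to -0.11 and gave 3683 up-regulated and 4862 down-regulated probes. Among the called probes well above background on all arrays of both lines, the largest rise was that of MUGEST2003_23lib_Contig6137_365, from 79.2 ± 1.51 (SD, n = 2) in WT to scaled signals of 32290 and 130800 on the crt/KU-2025 arrays, a log2 ratio of 9.68. MUGEST2003_23lib_Contig3803_446, described as similar to an alpha-amylase trypsin inhibitor, followed with a log2 ratio of 9.54, and rwhh15b20 with 8.75. The largest falls among the same probes were log2 ratios of -9.31 at wheat0130Contig14937, -8.29 at wheat0130Contig121 and -8.17 at wheat0130Contig7727. The crt/KU-2025 signals of wheat0130Contig7727 were 1069 and 33.9, and its log2 ratio had a standard error of 1.71 with an adjusted p of 0.015 from limma with Benjamini-Hochberg adjustment, which became 0.068 without either WT replicate. By the methods' t-test, MUGEST2003_23lib_Contig6137_365, MUGEST2003_23lib_Contig3803_446 and wheat0130Contig14937 did not pass the threshold.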

Of them, 107 were commonly up-regulated between both the Ldn/KU-2025 and crt/KU-2025 lines compared with WT plants, and 33 were down-regulated (Fig 1A). 

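Of the called probes, 280 were up-regulated in both dwarf lines and 45 were down-regulated in both. If the calls in the lines were independent, 43.3 and 8.13 probes would be shared. Opposite calls were found for 9 probes that were up-regulated in Ldn/KU-2025 and down-regulated in crt/KU-2025 and for 4 probes with the reverse. Both comparisons use the same WT arrays. The observed numbers were 6.47 and 5.53 times those for independent calls. In 30 simulated data sets with WT arrays in common, both lines changed by the measured sizes. The changes of crt/KU-2025 were reassigned at random among probes of similar WT signal. The shared calls were 1.53 times (1.21 to 1.84) and 1.64 times (1.3 to 2.03) those for independent calls. The measured changes already hold the spread between arrays, which the simulation added again. It therefore gave more calls in Ldn/KU-2025, at means of 548 up-regulated and 250 down-regulated against 367 and 74 observed. Shared probes numbered 107 (84 to 130) up-regulated and 48.6 (40 to 62) down-regulated. By number, the 45 observed were not above the latter. Of the 441 probes called in Ldn/KU-2025, 391 (88.7%) had the same sign of the log2 ratio in crt/KU-2025. In simulated data in which only Ldn/KU-2025 changed, the shared WT arrays alone gave the same sign for 62.8% of the called probes, with a range of 58.1% to 66.1%. These data also held more calls in Ldn/KU-2025, with a mean of 801. The methods' t-test gave 108 probes up-regulated in both lines. The limma fit without replicate 1 of Ldn/KU-2025 gave 27 shared up-regulated probes, 25 of them among the 280, and 13 shared down-regulated probes, all 13 of them among the 45. Without replicate 2 of WT it gave 63 and 68, of which 61 and 17 were among the 280 and the 45, and without replicate 1 of WT 94 shared down-regulated probes, of which 21 were among the 45.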

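Across all 37826 probes, the log2 ratios to WT of Ldn/KU-2025 and of crt/KU-2025 had a Pearson correlation of 0.424. Over the 8 combinations of 1 array from each line, the correlation lay between 0.344 and 0.444. The probes are not independent replicates, so no p-value is attached to it. Both ratios contain the same WT arrays, and 30 simulated data sets with both dwarf lines unchanged gave a mean correlation of 0.502, with a range of 0.474 to 0.533. The ratios of both lines have the same spread in those data. With Ldn/KU-2025 changed as measured and crt/KU-2025 unchanged, the simulated mean was 0.258 (0.233 to 0.283). With both lines changed by the measured amounts, those of crt/KU-2025 reassigned at random among probes of similar WT signal, it was 0.0604 (0.0507 to 0.0701). The simulations with measured changes add the spread between arrays to changes that already hold it. With a different WT array for each dwarf line, the correlation was 0.339. It was 0.629 for differences of the linear scaled signals, which weight the bright probes most.

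**Figure D1:**
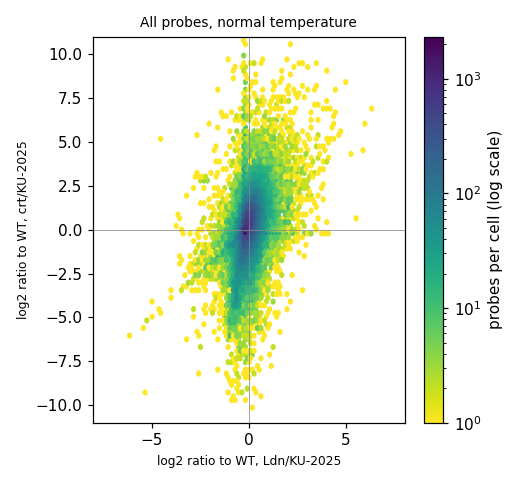
Log2 ratio to WT of each of the 37826 probes in Ldn/KU-2025 (horizontal axis) and crt/KU-2025 (vertical axis), at normal temperature. The color gives the number of probes in each cell on a log scale, and the ratios spread farther along the crt/KU-2025 axis than along the Ldn/KU-2025 axis.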

Differences in signal intensity of all 37,826 probes relative to WT were compared between the Ldn/KU-2025 and crt/KU-2025 lines, and a significant positive correlation (*R* = 0.651, *P*<0.001) was detected (Table 1).

**Fig 1:**
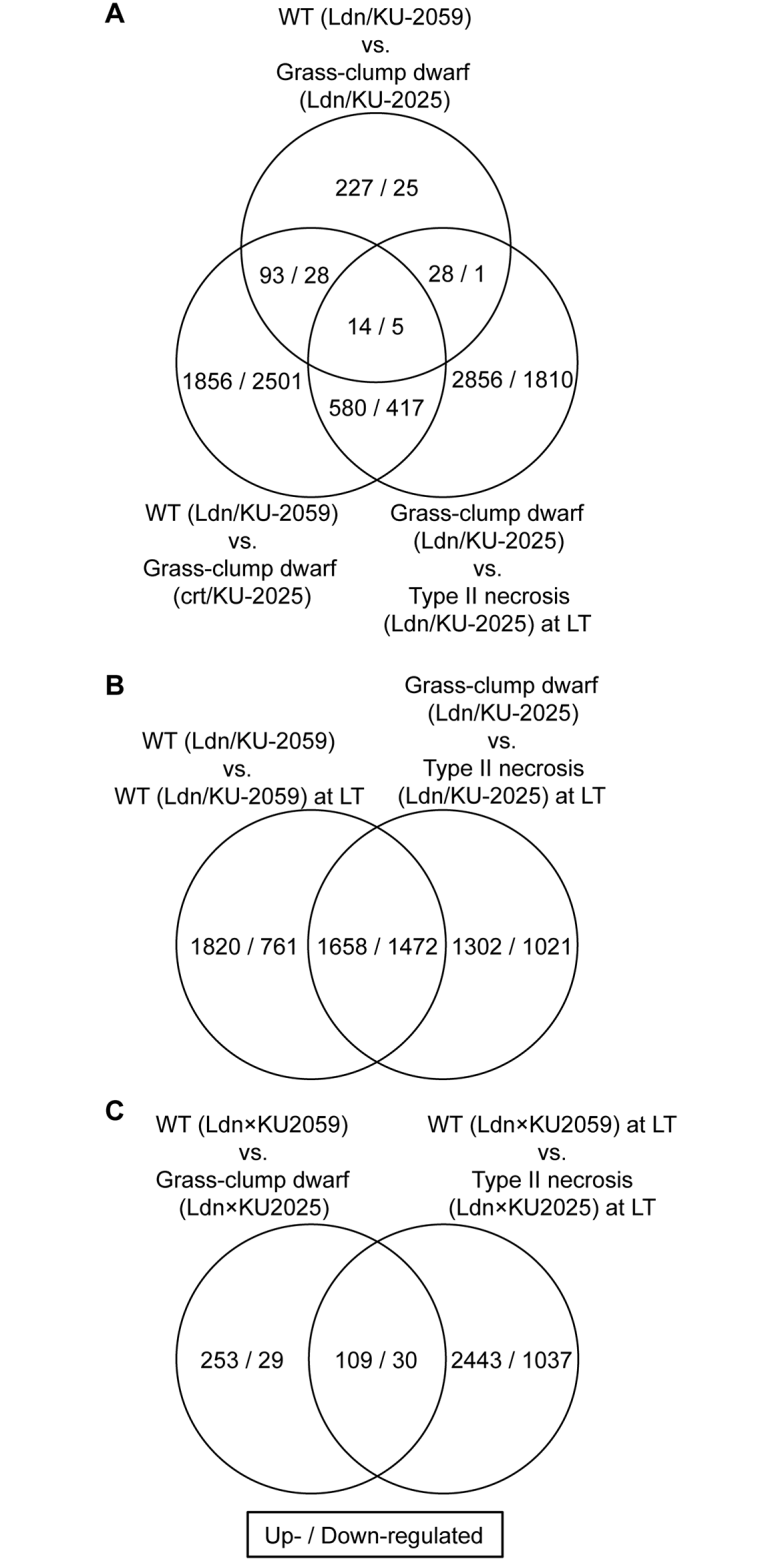
Comparison of microarray data for the examined crown tissues. (A) Venn diagram of differentially expressed up- and down-regulated genes in three examined lines: WT (Ldn/KU-2059) and grass-clump dwarf (Ldn/KU-2025 and crt/KU-2025). (B) Venn diagram of differentially expressed up- and down-regulated genes in the crown tissues of Ldn/KU-2059 and Ldn/KU-2025 under LT. (C) Venn diagram of differentially expressed up- and down-regulated genes in Ldn/KU-2025 under the normal temperature and LT.

**Table 1:** Comparison of gene expression profiles between crown tissues of type II necrosis-expressing and grass-clump dwarf plants of synthetic hexaploid wheat.

Query	Target expression profile	Correlation coefficient
in Ldn/KU-2025 vs. Ldn/KU-2059	crt/KU-2025 vs. Ldn/KU-2059	0.651***
in Ldn/KU-2025 vs. Ldn/KU-2059	Ldn/KU-2025 vs. crt/KU-2025	0.301**
in crt/KU-2025 vs. Ldn/KU-2059	Ldn/KU-2025 vs. crt/KU-2025	0.970***
in Ldn/KU-2025 vs. Ldn/KU-2025-LT^a^	Ldn/KU-2059 vs. Ldn/KU-2059-LT^a^	0.887***
in Ldn/KU-2025 vs. Ldn/KU-2025-LT	Ldn/KU-2025-LT vs. Ldn/KU-2059-LT	0.507***
in Ldn/KU-2025 vs. Ldn/KU-2025-LT	Ldn/KU-2025 vs. Ldn/KU-2059	-0.074***
in Ldn/KU-2059 vs. Ldn/KU-2059-LT	Ldn/KU-2025-LT vs. Ldn/KU-2059-LT	-0.541***
in Ldn/KU-2059 vs. Ldn/KU-2059-LT	Ldn/KU-2025 vs. Ldn/KU-2059	0.331***
in Ldn/KU-2025-LT vs. Ldn/KU-2059-LT	Ldn/KU-2025 vs. Ldn/KU-2059	0.553***

The Pearson coefficient values were calculated based on the differences in signal intensities of seven sets of all 37,826 probes between the wild-type and abnormal growth hybrids.

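The log2 ratio of Ldn/KU-2025 to WT had a correlation of 0.0908 across probes with the log2 ratio of crt/KU-2025 to Ldn/KU-2025. Over the combinations of single arrays it lay between -0.0632 and 0.0874. For the log2 ratio of crt/KU-2025 to WT against that of crt/KU-2025 to Ldn/KU-2025, the correlation was 0.940, between 0.915 and 0.936 over single arrays. Each pair of ratios shares a line, which enters the first pair with opposite signs and the second with the same sign. With both dwarf lines unchanged, the simulated means were -0.497 for the first pair and 0.501 for the second. With both lines changed by the measured amounts independently of each other, they were -0.314 and 0.929. On differences of the linear scaled signals, the first correlation was 0.336.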

Significant correlations:

**, *P*<0.01;

***, *P*<0.001.

^a^Mizuno et al. [16]

Based on homology searches of the wheat EST database with probe sequences, the up- and down-regulated probes were analyzed by the GO term enrichment analysis, and categorized into some biological process groups (Fig 2). Of the up-regulated probes, single-organism metabolic process-related genes were the most frequently encountered under normal temperature in the Ldn/KU-2025 (59.0%) and crt/KU-2025 (28.3%) lines, respectively. Genes related to cellular metabolic process-related genes were also abundantly expressed in the type II necrosis lines. In contrast, many more cell component organization-, cell component biogenesis- and response to stress-related genes were down-regulated in crown tissues of the crt/KU-2025 line than in the Ldn/KU-2025 line. Heat map analysis using the intensities of probes with the altered gene expression levels (in total 9,974 probes) revealed that much more enhanced change rates of the gene expression levels were observed in crt/KU-2025 than in Ldn/KU-2025 (Fig 3). 

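Over all probes, the SD of the log2 ratio to WT was 1.72 in crt/KU-2025 and 0.589 in Ldn/KU-2025, a ratio of 2.93. The ratio was between 2.48 and 2.82 when single arrays of each line were compared. The median absolute log2 ratio was 0.777 in crt/KU-2025 and 0.232 in Ldn/KU-2025. In crt/KU-2025, 24.5% of the probes lay at least 3-fold from WT in either direction, against 2.65% in Ldn/KU-2025. Among the probes called in at least 1 comparison, the ratio of the SDs was 3.86. The crt/KU-2025 values carry the difference between the slides as well as that between the lines.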

Next, probes belonging to six functional categories (carbohydrate metabolism, lipid metabolism, energy, photosynthesis, transcription factor and defense response) were selected, and differences in the probe signal intensity relative to WT were compared between crown tissues of the two type II necrosis lines under normal temperature. Positive correlations of probe intensity differences in all examined categories were significant (*P*<0.001) between crown tissues of the Ldn/KU-2025 and crt/KU-2025 lines (S2 Fig). These observations suggest that gene expression profiles generally resemble each other for crown tissues of the two type II necrosis lines under normal temperature.

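Between arrays, the correlation of the log2 signals was 0.992 within WT, 0.992 within Ldn/KU-2025 and 0.978 within crt/KU-2025. Arrays of WT and Ldn/KU-2025 had correlations of 0.983 to 0.984 with each other, and arrays of crt/KU-2025 had correlations of 0.871 to 0.914 with arrays of the other lines. Compared directly by limma, 3552 probes were higher and 3775 lower in crt/KU-2025 than in Ldn/KU-2025. From the positive correlations of the signal differences relative to WT, the paper proposes that the crown expression profiles of the dwarf lines generally resemble each other.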

**Fig 2:**
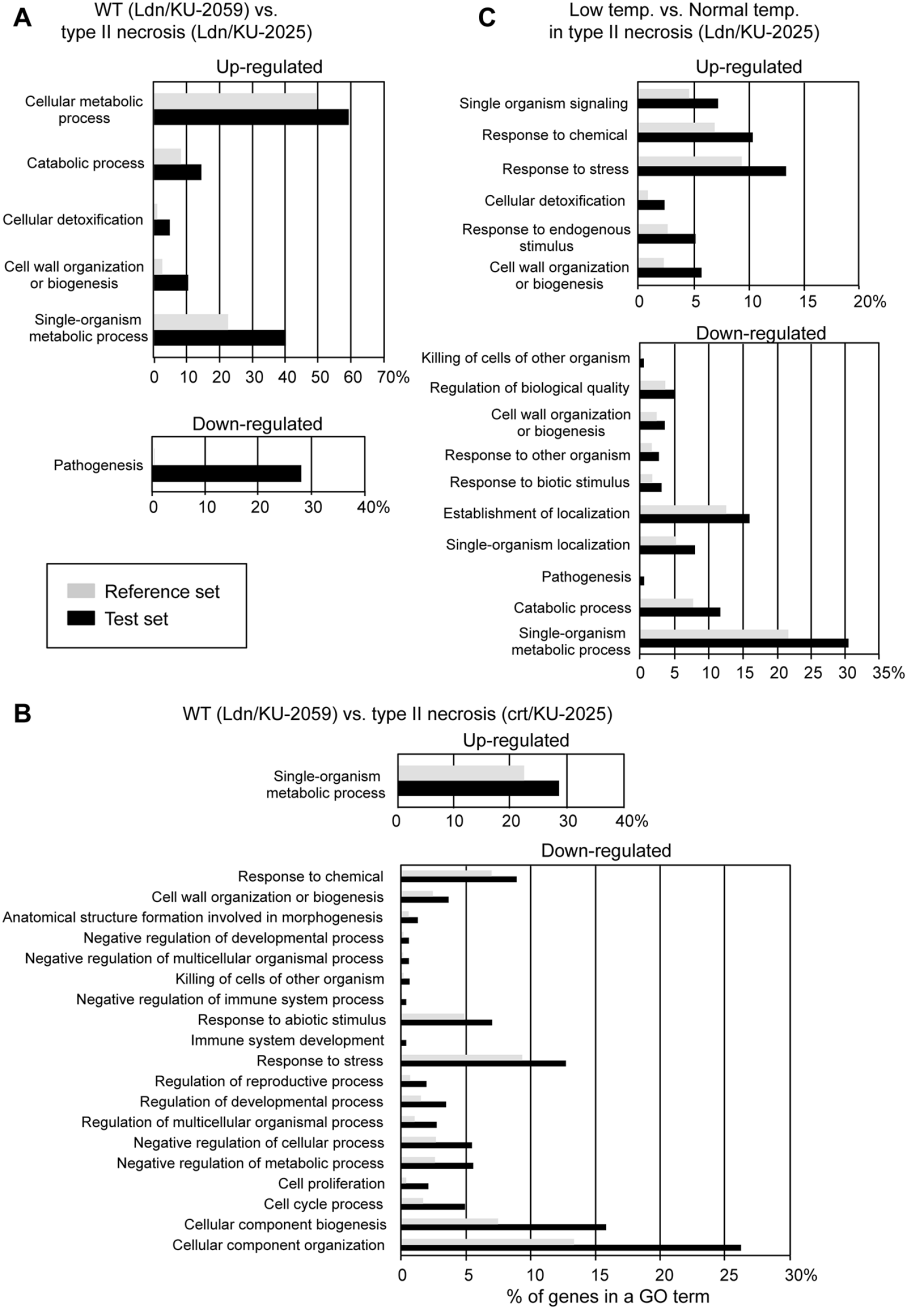
GO terms enriched among differentially expressed genes. Black bars indicate percentages of differentially encountered probes by microarray analysis (test set), and gray bars represent percentages of probes on the used array (reference set). (A, B) Comparison of transcriptomes between type II necrosis and WT synthetic wheat lines. Up- and down-regulated genes in the type II necrosis line Ldn/KU-2025 (A) and the type II necrosis line crt/KU-2025 (B) relative to the WT line (Ldn/KU-2059) were categorized into some biological groups. (C) Comparison of transcriptomes between normal temperature and LT in type II necrosis. Up- and down-regulated genes in the type II necrosis line Ldn/KU-2025 under LT relative to the necrosis line at normal temperature were categorized into some biological groups. The GO term enrichment analysis was performed using Fisher’s exact test with FDR < 0.05, the differentially encountered probes were categorized into biological processes (level 3).

**Fig 3:**
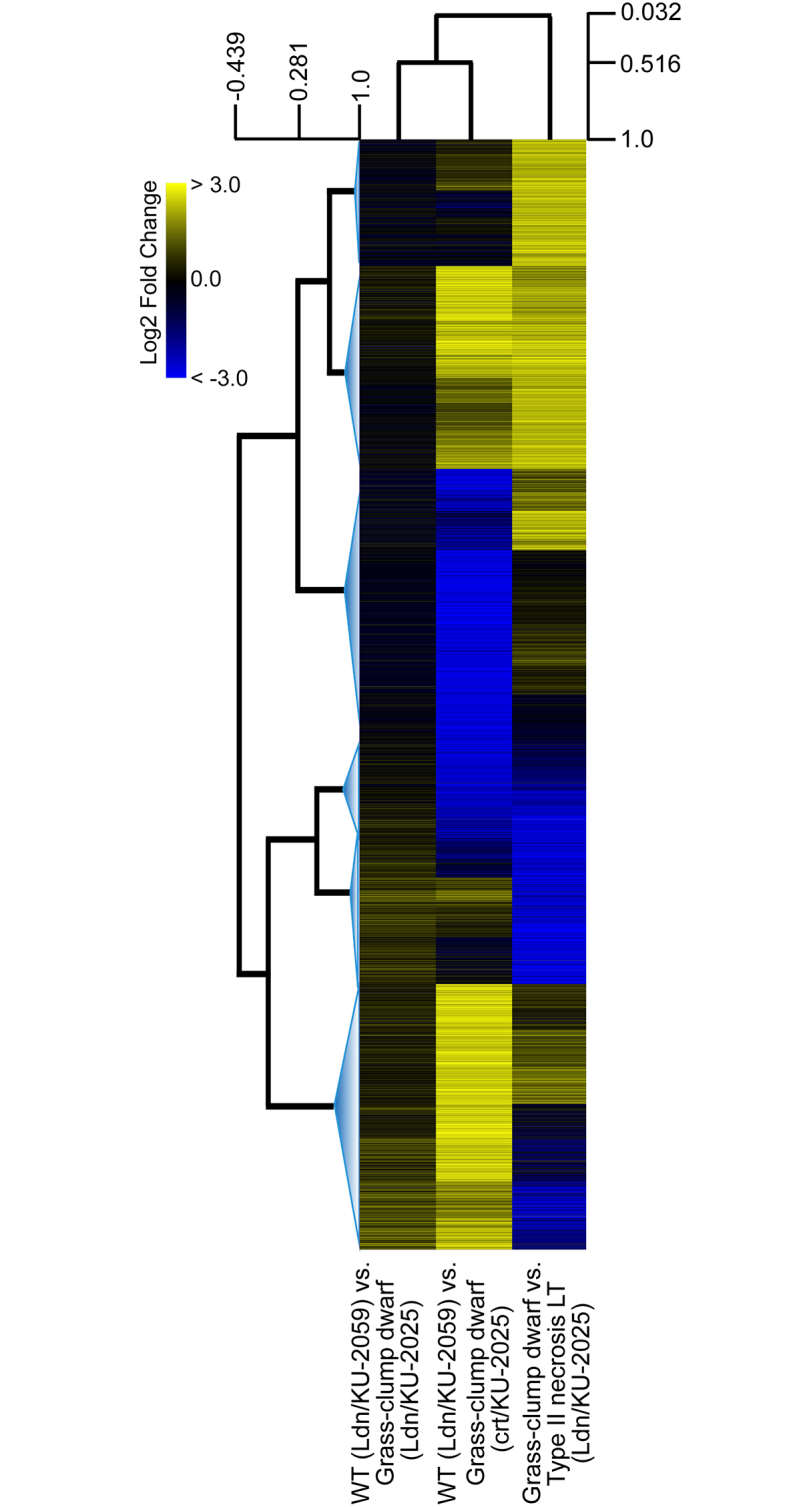
Heat map for the altered gene expression levels of the selected 9,974 probes in the three examined crown tissues; WT (Ldn/KU-2059) and grass-clump dwarf (Ldn/KU-2025), WT (Ldn/KU-2059) and grass-clump dwarf (Ldn/KU-2025), and grass-clump dwarf (Ldn/KU-2025) under the normal temperature and LT. The branches of the trees are arranged according to the Pearson correlation coefficients. The distance threshold adjustment resulted in six major clusters. The colour-scale shows log_2_ fold change values.

Among the probes up-regulated in Ldn/KU-2025 under normal temperature, defense-related genes such as peroxidase-encoding genes and photosynthesis-related genes including the genes for chlorophyll a/b binding protein and ribulose-1,5-bisphosphate carboxylase were found (S3 Table). 

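S3 Table lists 362 probes for this comparison, and the signals listed for all 362 were within 1% of the scaled signals of the deposited Ldn/KU-2025 and WT arrays. The limma fit called 248 of them up-regulated and the methods' t-test 360. The probe classes were read from that table, so that their values are not independent of the authors' selection on the same arrays. The 10 probes described as peroxidase were all higher in Ldn/KU-2025, with a median log2 ratio of 2.21 and a range of 1.67 to 4.44, and 9 were called by limma. In 4 of the probes 1 line was not well above background on all of its arrays, and the median was 1.75 with these at their lower bounds. With 1 array of WT or Ldn/KU-2025 left out, between 0 (without replicate 1 of Ldn/KU-2025) and 4 (without replicate 1 of WT) of the 10 had an adjusted p under 0.05, although all 10 had an unadjusted p under 0.05 in each of these fits. In the fit of WT and Ldn/KU-2025 only and by the methods' t-test, all 10 passed. The largest rise was that of the root peroxidase probe wheat0130Contig8804, which was above background on 1 of 2 WT arrays and was at least 18.3-fold higher in Ldn/KU-2025. In crt/KU-2025 the median of the 10 probes was 4.60, or 3.92 with 4 probes at their bounds. The 14 chlorophyll a/b binding protein probes were all higher in Ldn/KU-2025, with a median log2 ratio of 2.27, or 1.99 with 5 probes at their bounds. In the limma fit over 6 arrays, 1 of the 14 had an adjusted p under 0.05. All 14 passed when limma was fitted to WT and Ldn/KU-2025 only, all 14 passed by the methods' t-test, and 12 passed by the same test on log2 signals. The 6 ribulose bisphosphate carboxylase and activase probes had a median log2 ratio of 2.46 and a range of 1.95 to 2.73. Of these, 0 passed in the fit over 6 arrays, where 0 also had an unadjusted p under 0.05, and all 6 passed in the fit of WT and Ldn/KU-2025 and by the methods' t-test on linear or log2 signals. In these 20 photosynthesis probes the arrays of crt/KU-2025, which enter the shared estimate of the spread, differed by a median of 5.70 on the log2 scale. The activase probe wheat0130Contig57 rose from 117 ± 5.79 (SD, n = 2) in WT to 777 ± 25.4 (SD, n = 2) in Ldn/KU-2025, whereas its signals in crt/KU-2025 were 49.4 and 4314. The median of the chlorophyll a/b binding protein probes in crt/KU-2025 was 2.26, and it was -0.46 without replicate 2 and 4.94 without replicate 1. For the ribulose bisphosphate carboxylase probes it was 3.29, and 0.75 and 5.43 with the same replicates left out.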

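The first 1096 of the 2543 probes that S3 Table lists as up-regulated in crt/KU-2025 were used here, and their listed signals were all within 1% of the deposited arrays. Among them, wheat0130Contig6231 is described as a pathogenesis-related 1 protein. Its scaled signal was 919 ± 0.676 (SD, n = 2) in WT and 40530 ± 1150 (SD, n = 2) in crt/KU-2025. The log2 ratio was 5.46 with a standard error of 0.09 and an adjusted p of 4e-05 from limma with Benjamini-Hochberg adjustment. In Ldn/KU-2025 its log2 ratio was 1.11. The PR1 probe wheat0130Contig2348 was not well above background in WT or Ldn/KU-2025 and was at least 24.4-fold higher in crt/KU-2025 than in WT. Such a lower bound sets the mean of the brighter line against, on each array of the dimmer line, the higher of the probe's own signal and the lowest signal that was still above background. The PR4 probe wheat0130Contig9215 was not well above background in WT and was at least 265-fold higher in crt/KU-2025, with signals of 4199 and 12800 on the arrays. Both were called by limma, and neither passed the methods' t-test. The 2 probes described as germin had fitted log2 ratios of 8.48 and 9.34 in crt/KU-2025, with a median of 8.91, or 8.73 with the latter at its lower bound. The probe MUGEST2003_23lib_Contig3789_112, described as germin 8-5, was not well above background in WT and was at least 502-fold higher in crt/KU-2025 and at least 6.25-fold higher in Ldn/KU-2025.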

In crt/KU-2025, many defense-related genes such as those for pathogenesis-related (PR) proteins and germin-like protein genes were up-regulated under normal temperature. The probes down-regulated in the crown tissues of Ldn/KU-2025 included many defense-related genes including the genes for NBS-LRR-type disease resistance protein, and defense-related genes such as defensin and some histone genes were dramatically repressed in the crown tissues of crt/KU-2025 (S3 Table). 

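Of the 59 probes that S3 Table lists as down-regulated in Ldn/KU-2025, 39 were called by limma and 59 by the methods' t-test. The 3 probes described as disease resistance proteins had a median log2 ratio of -3.79 in Ldn/KU-2025, and limma called all 3. Without replicate 2 of WT, 2 of the 3 had an adjusted p under 0.05. In crt/KU-2025 their fitted median was -3.87, with 2 of 3 called and the third at a log2 ratio of 0.30. In each dwarf line, 2 of the 3 had only a bound, and with these at their bounds the medians were -2.01 in Ldn/KU-2025 and -1.95 in crt/KU-2025. The probe rwhcs10h11_747, described as disease resistance RPM1, had a signal of 96.8 ± 8.48 (SD, n = 2) in WT and was not well above background in either dwarf line. It was at least 4.02-fold lower in Ldn/KU-2025 and at least 3.86-fold lower in crt/KU-2025. Under normexp background correction of the median spot signals, the medians of these probes shrank to -0.83 and -0.95. The 4 histone probes had a median log2 ratio of -2.12 in Ldn/KU-2025, where limma called 1 and the methods' t-test all 4. With any 1 array of WT or Ldn/KU-2025 left out, or after quantile normalization, limma called 0 of the 4, with 1 at an unadjusted p under 0.05. All 4 had an adjusted p under 0.05 when limma was fitted to WT and Ldn/KU-2025 only. Their median in crt/KU-2025 was -4.61, with all 4 called by limma over 6 arrays and passing the methods' t-test. Without either WT replicate, 2 of the 4 had an adjusted p under 0.05 in crt/KU-2025, without either Ldn/KU-2025 replicate or with limma fitted to WT and crt/KU-2025 only 3 did, and by the methods' t-test on log2 signals 1 did. This median was -3.36 without replicate 2 of crt/KU-2025 and -5.92 without replicate 1. The histone H4 probe wheat0130Contig5388 fell from 4533 ± 36.9 (SD, n = 2) in WT to 748 ± 33.9 (SD, n = 2) in Ldn/KU-2025. It was not well above background in crt/KU-2025, at least 181-fold lower than in WT.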

Several transcription factor genes, encoding WRKY, NAC and bZIP family proteins, were highly up-regulated in the crown tissues of crt/KU-2025 under normal temperature (Table 2), whereas some MADS-box transcription factor genes were remarkably down-regulated in the crown tissues of crt/KU-2025 (Table 3).

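All 11 probes of Table 2 were called up-regulated in crt/KU-2025 by limma, with fitted log2 ratios of 2.18 to 5.19. Of these, the WRKY54 probe wheat0130Contig6080 was well above background on neither WT array and was at least 1.71-fold higher in crt/KU-2025. The WRKY10 probe rwhcs14n21_490 rose from 233 ± 6.59 (SD, n = 2) in WT to 8565 ± 1420 (SD, n = 2). Its adjusted p was 7.9e-05 from limma with Benjamini-Hochberg adjustment. The NAC probe rwhh21m11 had a log2 ratio of 3.51 and the bZIP probe wheat0130Contig13733 of 2.41. In Ldn/KU-2025, 1 of the 11 probes was called, the MYB44-like wheat0130Contig2276 with a log2 ratio of 2.13, and wheat0130Contig13733 had a log2 ratio of -0.81. Of the 11, 9 had the same sign there as in crt/KU-2025. By limma, 8 had an unadjusted and 5 an adjusted p under 0.05 in Ldn/KU-2025, counted in either direction. All 13 probes of Table 3 were called down-regulated in crt/KU-2025, with fitted log2 ratios of -8.66 to -1.68. Of these, 4 were well above background on neither array of crt/KU-2025 and 3 on only 1, so that their falls are lower bounds. The MADS-box WM7 probe rwhf1p23 had a signal of 2915 ± 152 (SD, n = 2) in WT and was below that threshold in crt/KU-2025, at least 116-fold lower. The WM13 probe ncbi_gi_40644779_305 was likewise at least 21.7-fold lower. The WM8 probe rwhfl24d04 fell from 1603 ± 55.6 (SD, n = 2) to 59.5 ± 18.4 (SD, n = 2), a log2 ratio of -4.79. The BM5A probe wheat0130Contig1725 was at least 4.83-fold lower in crt/KU-2025. In Ldn/KU-2025, limma and the methods' t-test called 0 of the 13 probes. Their log2 ratios there lay between -1.15 and 0.76, and 3 had an unadjusted and an adjusted p under 0.05 without a 3-fold change. Tested directly by limma, all 11 and all 13 probes differed between crt/KU-2025 and Ldn/KU-2025 with an adjusted p under 0.05.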

**Table 2:** Top 11 transcription factor genes identified by microarray analysis as up-regulated in crown tissues of the type II necrosis line (crt/KU-2025) under normal temperature compared with WT.

Probe	Accession no.	Protein	*E*-value	Log_2_ ratio
rwhcs14n21_490	EU665435	*Triticum aestivum* WRKY10 transcription factor	5.89E^-37^	5.1890
MUGEST2003_23lib_Contig5310_624	EF368363	*Triticum aestivum* WRKY transcription factor	4.82E^-97^	3.9827
wheat0130Contig2276	HQ858799	*Brachypodium distachyon* transcription factor MYB44-like	5.81E^-95^	3.6756
rwhh21m11	JN634080	*Zea mays* secondary wall NAC transcription factor 3	4.05E^-56^	3.5131
wheat0130Contig5738	DQ102384	*Hordeum vulgare* root abundant factor	2.34E^-20^	2.9430
wheat0130Contig5692	EU962117	*Zea mays* zinc finger family protein	1.46E^-35^	2.6656
wheat0130Contig6080	DQ863115	*Brachypodium distachyon* WRKY transcription factor 54	2.35E^-38^	2.6062
whgc20o07_524	EU974154	*Hordeum vulgare* heat stress transcription factor a-5-like	6.84E^-123^	2.5452
wheat0130Contig13733	EU956324	*Zea mays* bZIP transcription factor	4.88E^-72^	2.4133
wheat0130Contig12300	EF368365	*Triticum aestivum* WRKY13 transcription factor	3.85E^-146^	2.3603
MUGEST2003_23lib_Contig9158_829	EU958286	*Zea mays* GATA transcription factor 25	3.63E^-96^	2.1843

Probes used in the microarray analysis are referred to the NBRP KOMUGI website (http://www.shigen.nig.ac.jp/wheat/komugi/array/index.jsp).

**Table 3:** Top 13 transcription factor genes identified by microarray analysis as down-regulated in crown tissues of the type II necrosis line (crt/KU-2025) under normal temperature compared with WT.

Probe	Accession no.	Protein	*E*-value	Log_2_ ratio
rwhf1p23	DQ512331	*Triticum aestivum* MIKC-type MADS-box transcription factor WM7	9.02E^-41^	-8.6439
ncbi_gi_40644779_305	AM502879	*Triticum aestivum* MIKC-type MADS-box transcription factor WM13	8.02E^-125^	-4.8242
rwhfl24d04	DQ512346	*Elymus nutans* MIKC-type MADS-box transcription factor WM8	4.84E^-23^	-4.7839
rwhyf2e11	AB458519	*Triticum aestivum* AP2 transcription factor	6.37E^-64^	-4.1078
MUGEST2003_23lib_Contig10290_927	GU108423	*Hordeum vulgare* Ethylene-responsive transcription factor WIN1-like	8.63E^-94^	-4.0422
ATU17891	AF370307	*Arabidopsis thaliana* G-box binding factor 3	0	-3.3838
whec14a15_212	HQ858843	*Brachypodium distachyon* AP2-like ethylene-responsive transcription factor AIL5	3.95E^-84^	-2.8303
MUGEST2003_23lib_Contig1699_433	HQ858769	*Zea mays* RWP-RK domain-containing protein	1.21E^-99^	-2.6259
wheat0130Contig1725	AY280870	*Triticum aestivum* MADS-box transcription factor BM5A	3.99E^-35^	-2.4580
wheat0130Contig8821	DQ353856	*Triticum aestivum* homeodomain-leucine zipper transcription factor	5.85E^-27^	-2.4383
whcs5a15_376	AY685119	*Oryza sativa* AP2-like ethylene-responsive transcription factor BBM2-like	8.43E^-120^	-1.8943
ncbi_gi_11877790_965	EU965513	*Zea mays* transcription factor Dp-1	2.15E^-176^	-1.8615
ncbi_gi_469055_1362	D12919	*Triticum aestivum* transcription factor HBP-1a	3.22E^-132^	-1.6762

### Effect of growth temperature on gene expression profiles in type II necrosis

Correlation of the log_2_ ratios of the gene expression levels in the crown tissues was examined between the two growth temperature conditions based on the mRNA microarray data with 37,826 probes. The microarray data of the crown tissues under LT was used from our previous study [16] and compared with those under the normal temperature condition. Of the 37,826 probes on the wheat microarray, 2,960 (7.83%) probes were regarded as reflecting genes up-regulated in crown tissues of the WT line (Ldn/KU-2059) under LT, and 2,493 (6.59%) were regarded as down-regulated. Similarly, 3,478 (9.19%) up-regulated and 2,233 (5.90%) down-regulated probes were observed in crown tissues of the Ldn/KU-2025 line under LT (type II necrosis). Of them, 1,658 were commonly up-regulated between both the WT and Ldn/KU-2025 lines under LT, and 1,472 were down-regulated (Fig 1B). Significant positive correlations (*P*<0.001) of differences in signal intensity of the 37,826 probes under normal temperature relative to that under LT were observed between the WT synthetic line Ldn/KU-2059 and type II necrosis line Ldn/KU-2025 (Table 1). Out of the commonly up-regulated 107 probes in the two grass-clump dwarf lines, 14 (13.08%) were up-regulated by LT in the Ldn/KU-2025 line (Fig 1A). Five (15.15%) of the commonly down-regulated 33 probes were down-regulated by LT in Ldn/KU-2025. On the other hand, 362 (0.96%) probes were regarded as reflecting genes up-regulated between Ldn/KU-2059 and Ldn/KU-2025 under normal temperature, and 59 (0.16%) were regarded as down-regulated. 2,552 (6.75%) up-regulated and 1,067 (2.82%) down-regulated probes were observed between Ldn/KU-2059 and Ldn/KU-2025 under LT. Of them, 109 were commonly up-regulated between both the Ldn/KU-2059 and Ldn/KU-2025 lines under the two growth temperature conditions, and 30 were down-regulated (Fig 1C). Differences in the probe signal intensity between Ldn/KU-2059 and Ldn/KU-2025 under LT was positively (*P*<0.001) correlated with those under normal temperature. These observations indicated that the similar set of genes was transcriptionally altered by LT between WT and type II necrosis. On the other hand, differences in the probe signal intensity between the two growth conditions were negatively (*P*<0.001) correlated with those between Ldn/KU-2059 and Ldn/KU-2025. Thus, changes of gene expression levels via the growth temperatures were inconsistent with those via development of the growth abnormalities, and expression of some genes was specifically changed in the type II necrosis line in response to the growth temperatures.

The GO term enrichment analysis showed that response to stress and chemical-related genes were more up-regulated in the Ldn/KU-2025 line under normal temperature than under LT (Fig 2C). The heat map indicated that the LT-induced alteration of gene expression levels in Ldn/KU-2025 was distinct from the gene expression change accompanied with the difference of AB-genome donor under normal temperature (Fig 3). Of the down-regulated probes, single-organism metabolic process- and establishment of localization-related genes were the most frequently encountered under normal temperature in the Ldn/KU-2025. Among the probes up-regulated in Ldn/KU-2025 under LT, a lot of defense-related genes including the genes for chitinase and a PR protein were found (S3 Table). Some LT response-related and WRKY transcription factor genes were highly up-regulated in crown tissues of Ldn/KU-2025 under LT compared to normal temperature (Table 4). In Ldn/KU-2025 under LT, MADS-box and WRKY transcription factor genes were greatly down-regulated (Table 5).

**Table 4:** Top 13 transcription factor genes identified by microarray analysis as up-regulated in crown tissues of the type II necrosis line (Ldn/KU-2025) under LT relative to normal temperature.

Probe	Accession no.	Protein	*E*-value	Log_2_ ratio
ncbi_gi_32128580_908	GU902790	*Triticum monococcum* nuclear transcription factor Y subunit B9	2.11E^-123^	7.5085
ncbi_gi_17226800_612	AF376136	*Triticum aestivum* CRT/DRE-binding factor	1.31E^-129^	3.9827
wheat0130Contig8964	EF028775	*Triticum aestivum* CBFIVb-21.1	5.19E^-33^	3.9625
whfl_allContig1391	DQ512359	*Triticum aestivum* MIKC-type MADS-box transcription factor WM20	3.47E^-111^	3.7233
MUGEST2003_23lib_Contig5735_588	HQ858820	*Brachypodium distachyon* AP2-like ethylene-responsive transcription factor At1g16060	3.05E^-50^	2.5165
wheat0130Contig13733	EU956324	*Triticum aestivum* FD-like 15 protein	4.88E^-72^	2.1250
rwhdl26m07	EU955555	*Hordeum vulgare* zinc finger	2.09E^-23^	2.0580
MUGEST2003_23lib_Contig4256_1071	AM502900	*Triticum aestivum* MIKC-type MADS-box transcription factor WM30	1.17E^-125^	1.9967
wheat0130Contig8821	DQ353856	*Hordeum vulgare* DNA-binding expressed	5.85E^-27^	1.9880
wheat0130Contig6503	HQ738284	*Lophopyrum elongatum* stress related bZIP transcription factor	1.22E^-81^	1.9226
MUGEST2003_23lib_Contig9578_175	EU665440	*Triticum aestivum* WRKY45 transcription factor	1.02E^-09^	1.8408
wheat0130Contig13695	JN681191	*Triticum aestivum* ethylene responsive transcription factor 5a	1.17E^-99^	1.7146
whcs5m19_789	HQ858782	*Zea mays* FAR1 transcription factor	0	1.6973

**Table 5:** Top 15 transcription factor genes identified by microarray analysis as down-regulated in crown tissues of the type II necrosis line (Ldn/KU-2025) under LT relative to under normal temperature.

Probe	Accession no.	Protein	*E*-value	Log_2_ ratio
rwhfl48m16	DQ512331	*Triticum aestivum* MIKC-type MADS-box transcription factor WM7	4.50E^-39^	-7.7028
wheat0130Contig14238	DQ512346	*Triticum aestivum* MADS-box transcription factor TaAGL29	5.61E^-128^	-7.0979
MUGEST2003_23lib_Contig16395_223	DQ840409	*Brachypodium distachyon* WRKY transcription factor 17	8.57E^-36^	-5.7331
wheat0130Contig3983	DQ286566	*Triticum aestivum* WRKY transcription factor	2.56E^-86^	-5.0069
wheat0130Contig6325	EU665449	*Oryza sativa* WRKY transcription factor 48	2.20E^-35^	-4.9170
rwhr20m02	EF368364	*Triticum aestivum* WRKY53-b transcription factor	2.01E^-79^	-4.5632
wheat0130Contig10100	JX679079	*Triticum aestivum* WRKY transcription factor	5.98E^-38^	-4.3104
ATU17891	AF370307	*Arabidopsis thaliana* G-box binding factor 3	0	-4.2163
wheat0130Contig8019	EF397616	*Triticum aestivum* WRKY19-b transcription factor	6.22E^-30^	-4.1103
MUGEST2003_23lib_Contig8637_301	HQ858785	*Zea mays* MYB transcription factor	6.73E^-34^	-3.9817
ncbi_gi_32128574_754	DQ334412	*Triticum aestivum* ethylene-responsive transcription factor ERFL1a	5.26E^-48^	-3.8615
whcs5a15_376	AY685119	*Oryza sativa* AP2-like ethylene-responsive transcription factor BBM2-like	8.43E^-120^	-3.6171
MUGEST2003_23lib_Contig1326_155	DQ863106	*Hordeum vulgare* WRKY transcription factor 22	1.17E^-13^	-3.4158
MUGEST2003_23lib_Contig1699_433	HQ858769	*Zea mays* RWP-RK domain-containing protein	1.21E^-99^	-2.9368
MUGEST2003_23lib_Contig4148_13	EF368360	*Hordeum vulgare* WRKY transcription factor 7	5.41E^-80^	-2.3126

### Expression analysis of defense- and flowering-related genes

The autoimmune response is triggered by interaction of the causal genes for hybrid necrosis. In most types of wheat hybrid necrosis, defense-related genes are dramatically up-regulated under both normal temperature and LT [14,17]. To validate the microarray data in the type II necrosis lines, qRT-PCR was conducted for two defense-related genes, *PR1* and *PR4*. In the crown tissues of WT synthetic wheat, no significant increases in transcript accumulation of these two defense-related genes were observed under LT (Fig 4). These defense-related genes were significantly up-regulated in the crown tissues of Ldn/KU-2025 and crt/KU-2025 under LT but not under normal temperature (Fig 4).

**Fig 4:**
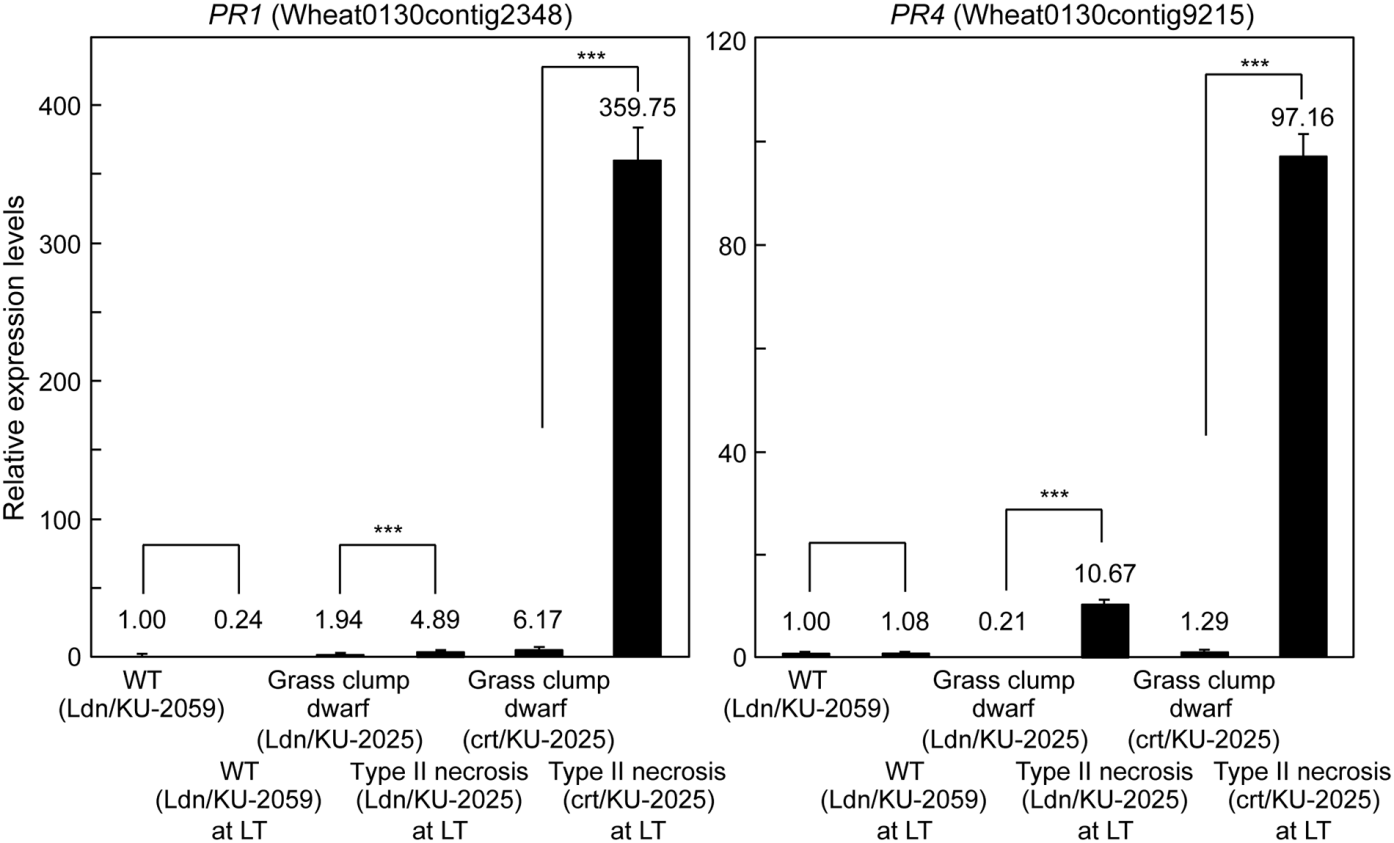
Comparison of transcript accumulation of the two defense-related genes in crown tissues of the WT and type II necrosis/grass-clump dwarf lines. The transcript accumulation levels were analyzed by qRT-PCR. The transcript levels are shown as values relative to those in crown tissues of Ldn/KU-2059 under normal temperature. Means ± SD were calculated from data obtained in three experiments. The *Actin* gene was used as an internal control. Student’s *t-*test was used to test for statistical significance (***P<0.001) between WT and type II necrosis/grass-clump dwarf synthetic plants.

All synthetic wheat lines used in this study contain a dominant *Vrn-A1* allele for spring habit from Ldn [54,55]. *Vrn-1*, a homolog of *Arabidopsis APETALA1* (*AP1*)/*FRUITFULL* (*FUL*), controls the vernalization requirement and acts as a flowering promoter [56,57]. Under normal temperature, many MADS-box genes were significantly down-regulated in the crown tissues of Ldn/KU-2025; the *Vrn-A1*-derived probe (wheat0130contig14238) showed 0.064 of the signal ratio relative to Ldn/KU-2059 in the microarray analysis. 

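On the arrays labeled Ldn/KU-2025, the Vrn-A1 probe wheat0130Contig14238 had a scaled signal of 169 ± 14.0 (SD, n = 2), against 164 ± 8.21 (SD, n = 2) on the WT arrays. This is a signal ratio of 1.03 and a log2 ratio of 0.04 with a standard error of 0.25 and an adjusted p of 0.93 from limma with Benjamini-Hochberg adjustment. The difference was smaller than the spread between replicates, and its sign changed to -0.04 with scaling to the 75th percentile and to -0.03 with quantile normalization. On the arrays labeled crt/KU-2025, the probe was not well above background, with signals of 8.35 and 13.3. It was at least 6.55-fold lower there than in WT, with a fitted log2 ratio of -3.96 and an adjusted p of 0.00046 from the same test. Compared directly, crt/KU-2025 was lower than Ldn/KU-2025 by a log2 difference of -4.0, with an adjusted p of 0.00055 from limma with Benjamini-Hochberg adjustment. The fitted ratio of crt/KU-2025 to WT was 0.0643, which rounds to the 0.064 that the paper gives for Ldn/KU-2025.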

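The TaAP1-2 probe rwhfl48m16 had a scaled signal of 734 ± 79.5 (SD, n = 2) in WT and 587.6 ± 8.84 (SD, n = 2) in Ldn/KU-2025. The log2 ratio was -0.32 with a standard error of 0.32 and an adjusted p of 0.55 from limma with Benjamini-Hochberg adjustment. Both Ldn/KU-2025 arrays, at 593.9 and 581.4, lay below both WT arrays, at 677.8 and 790.3. With limma fitted to WT and Ldn/KU-2025 only, the Benjamini-Hochberg adjusted p was 0.092, and over all alternatives it lay between 0.083 and 0.84. In crt/KU-2025 the probe was not well above background and was at least 29.3-fold lower than in WT. The paper describes this probe and rwhf1p23 alike as the MADS-box gene WM7. At rwhf1p23 the log2 ratio in Ldn/KU-2025 was -0.55, a fall under 3-fold. Its adjusted p was 0.031 from limma with Benjamini-Hochberg adjustment. The TaAP1-3 probe wheat0130Contig14728 had signals of 4017 ± 134 (SD, n = 2) in WT, 4153 ± 139 (SD, n = 2) in Ldn/KU-2025 and 1641 ± 156 (SD, n = 2) in crt/KU-2025. Its log2 ratio to WT was 0.05 in Ldn/KU-2025, with an adjusted p of 0.76 from limma with Benjamini-Hochberg adjustment, and became -0.04 with scaling to the 75th percentile and -0.01 with quantile normalization. In crt/KU-2025 the log2 ratio was -1.29 with a standard error of 0.09 and an adjusted p of 0.00066 from the same test. The fall in crt/KU-2025 is larger than the spread between replicates for the TaAP1-2 and the TaAP1-3 probe. Their fitted ratios of crt/KU-2025 to WT were 0.0109 and 0.408, which match the values that the paper gives for Ldn/KU-2025.

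**Figure D2:**
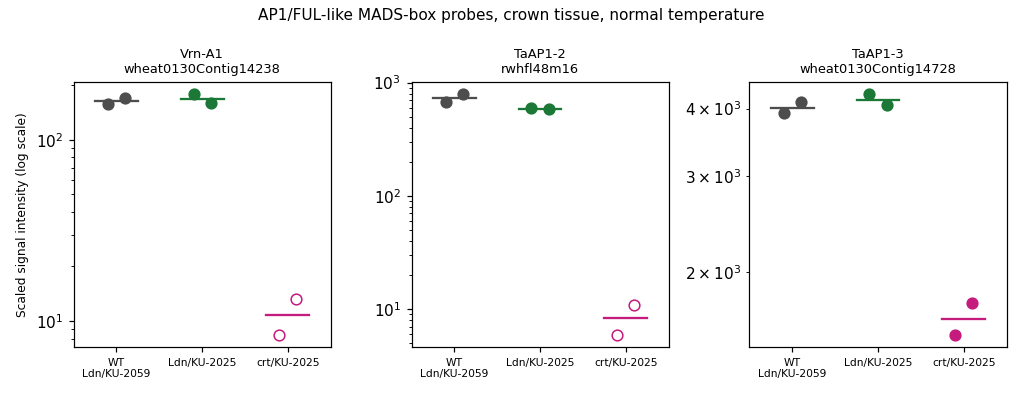
Scaled signal intensity (log scale, different range in each panel) of the Vrn-A1, TaAP1-2 and TaAP1-3 probes on the 2 arrays of each line. Each circle is 1 array, the bar is the mean, and open circles mark a line in which the probe was not well above background on both arrays. The crt/KU-2025 circles lie below those of WT and Ldn/KU-2025 in all 3 panels, and the Ldn/KU-2025 circles lie below those of WT in the TaAP1-2 panel.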

The signal ratios of two wheat *Vrn-1* homologs, *TaAP1-2* (rwhfl48m16) and *TaAP1-3* (wheat0130contig14728), were respectively 0.011 and 0.408 in the crown tissues of Ldn/KU-2025. Their rice orthologs *OsMADS18* and *OsMADS15* play important roles in the promotion of flowering [58,59], and phylogenetic relationship among the MADS domain-containing proteins in Fig 5A. To validate the microarray data, qRT-PCR was conducted for the three wheat *AP1*/*FUL*-like MADS-box genes. Transcript accumulation of the MADS-box genes acting as flowering promoters was markedly decreased in the crown tissues of Ldn/KU-2025 and crt/KU-2025 compared with Ldn/KU-2059 (Fig 5B).

**Fig 5:**
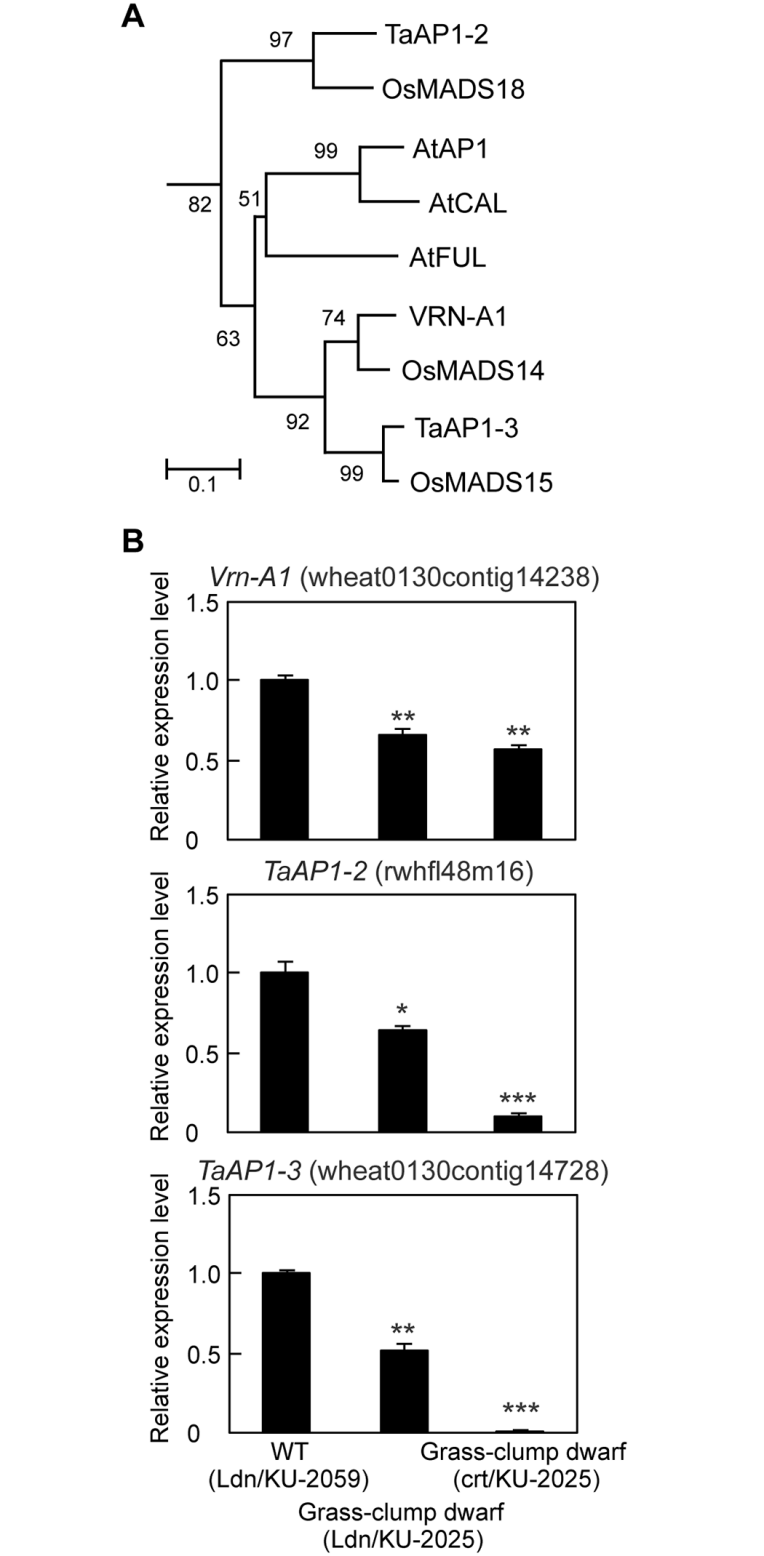
Comparison of transcript accumulation of the three MADS-box genes in crown tissues of the WT and type II necrosis/grass-clump dwarf lines. (A) Phylogenetic tree of the deduced MADS-domain amino acid sequences in the *AP1*/*FUL*-type MADS-box genes from *Arabidopsis*, rice and wheat. Bootstrap values after 1,000 replicates are shown at nodes. (B) Transcript accumulation levels of the three MADS-box gene transcripts from qRT-PCR. The transcript levels are shown as values relative to those in crown tissues of Ldn/KU-2059 under normal temperature. Means ± SD were calculated from data obtained in three experiments. The *Actin* gene was used as an internal control. Student’s *t-*test was used to test for statistical significance (***P<0.001) between WT and grass-clump dwarf synthetic plants.

### Alteration of expression profiles of miRNAs in type II necrosis lines of synthetic wheat

Expression levels and patterns of small RNAs can be altered in interspecific hybrids and allopolyploids [30]. Moreover, many stress-responsive miRNAs were recently reported in higher plants including in wheat and relatives [23–26,60,61]. Therefore, we performed deep sequencing of small RNAs derived from four types of crown tissues for the first screening of miRNA associated with the grass-clump dwarfism: two from Ldn/KU-2025 and Ldn/KU-2059 grown under normal temperature (24°C) and two grown under LT (4°C). After trimming the adaptor sequence and filtering based on the nucleotide length (S1 Fig), more than 15 million small RNAs 18 to 30 bp in length were detected in each sample (Fig 6A). Repeat sequence-derived small RNAs and other non-coding RNAs (such as rRNA, tRNA, and snoRNAs) were removed, and then putative miRNAs were extracted based on alignment of reads to genomic sequences and prediction of miRNA loci. Known miRNAs were extracted from the putative miRNAs and remaining small RNAs using the BLASTn algorithm. Of the query sequences, small RNAs having ≥ 90% identity with the known miRNAs in miRbase were searched. In total, 48,695 miRNA sequences were obtained from the four types of crown tissues of the synthetic hexaploids, of which 6,514 corresponded to known miRNAs (S1 Fig and S4 Table). Of the 48,695 miRNAs, 1,620 were expressed in all samples.

**Fig 6:**
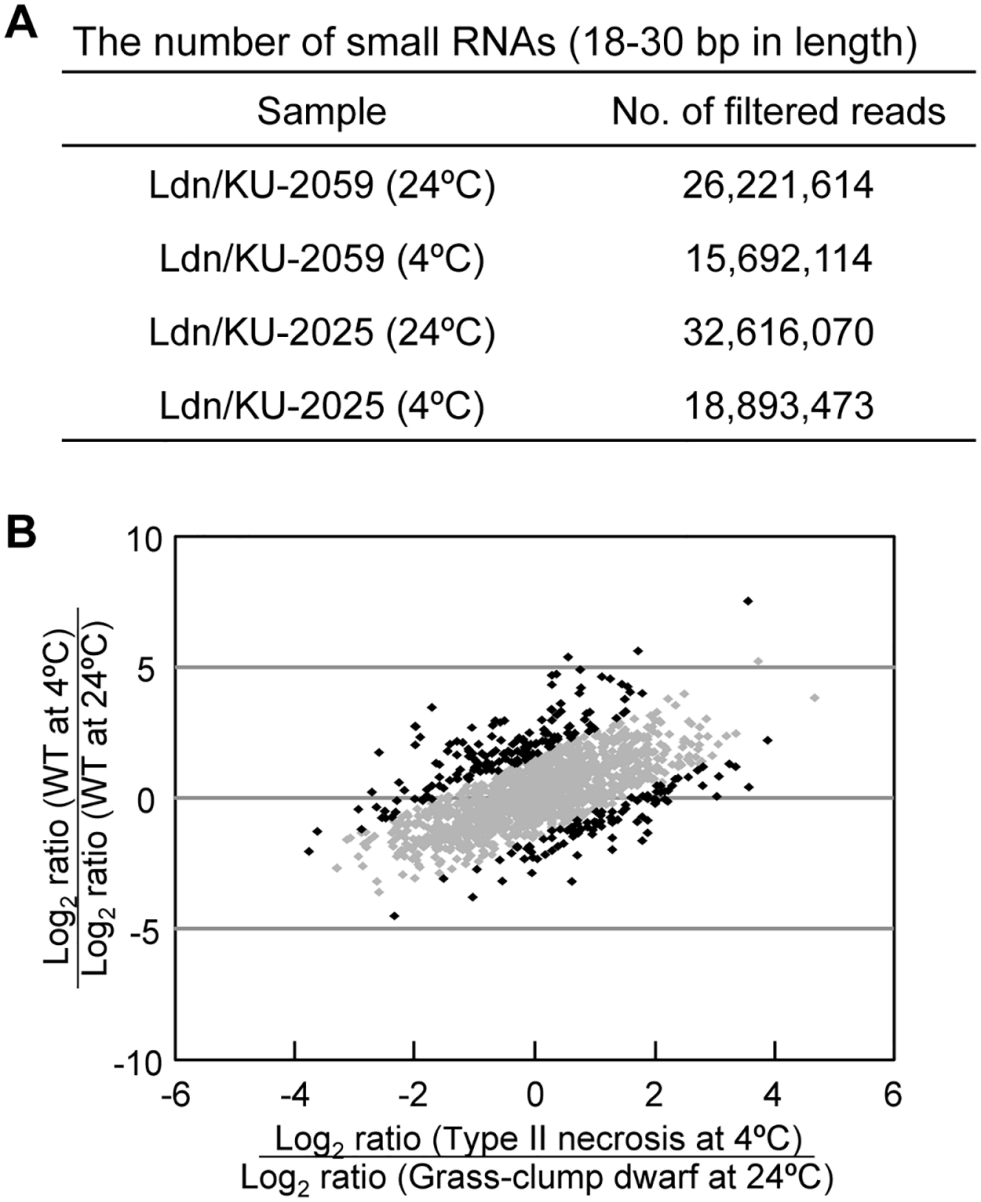
Differentially expressed miRNAs in crown tissues between the WT and type II necrosis/grass-clump dwarf lines. (A) Number of small RNAs from 18 bp to 30 bp in each sample used to identify known and novel miRNAs. (B) Scatter plot of the 1,620 miRNAs expressed in all samples. The *x*-axis represents the ratio of miRNAs expressed at 4°C and 24°C in Ldn/KU-2025 and the *y*-axis represents the ratio in Ldn/KU-2059. miRNAs whose ratio between Ldn/KU-2059 and Ldn/KU-2025 was ≥ 2 or ≤ 0.5 are indicated by dark dots.

To search for miRNAs differentially expressed between the WT and type II necrosis lines, we compared the log_2_ ratios of the expression levels of identified miRNAs under LT relative to those under normal temperature. Of the miRNAs, 1,357 (84.7%) showed similar ratios of expression under LT to normal temperature for Ldn/KU-2025 and Ldn/KU-2059 (Fig 6B). We screened miRNAs with ratios > 3.0 and < 1/3. In total, 245 small RNAs were selected as miRNAs differentially expressed in the crown tissues between the WT and type II necrosis lines. miR396, miR5054, miR156 and miR5072 showed lower responsiveness to the growth temperature in Ldn/KU-2059 than in Ldn/KU-2025 (Table 6). For miR1128, miR1135 and miR1136, higher responses to the growth temperature were observed in Ldn/KU-2059 than in Ldn/KU-2025. For miR159, miR166 and miR5048, both higher and less temperature-responsive molecules were found in Ldn/KU-2025.

**Table 6:** Top 15 differentially responsive miRNAs to growth temperature between crown tissues of WT and type II necrosis lines.

miRNA	Number of miRNA molecules	> 3.0 ratio of Ldn/KU-2059 to Ldn/KU-2025	< 1/3 ratio of Ldn/KU-2059 to Ldn/KU-2025	Putative targets
miR396	15	0	15	Growth Regulating Factor transcription factors
miR159	14	4	10	MYB Transcription factors
miR166	14	7	7	HD-Zip Transcription factors
miR5054	13	0	13	Pentatricopeptide repeat-containing protein At5g61400-like
miR1135	12	11	1	RNA recognition motif-containing protein-like, FAD-linked oxidoreductase, GRF zinc finger family, Delta1-pyrroline-5-carboxylate synthetase, HEAT repeat family
miR5048	10	6	4	Cysteine-rich receptor-like protein kinase
miR156	8	0	8	*SPL*s
miR169	8	3	5	CCAAT-binding transcription factor
miR168	7	0	7	Not found
miR6300	7	1	6	ras-related protein RABH1b-like
miR5072	6	0	6	Not found
miR1117	5	1	4	Non-specific lipid-transfer protein, receptor-like protein kinase FERONIA
miR1136	5	4	1	glycosyltransferase-like, Disease resistance protein RPM1, mitochondrial-processing peptidase subunit alpha-like
miR2916	5	2	3	18S small subunit ribosomal RNA gene, RRNA intron-encoded homing endonuclease
miR1128	4	4	0	Transcription factor-like protein DPB, glutamyl tRNA reductase, carbohydrate esterase, protein REVEILLE 6-like, CTD small phosphatase-like

To confirm the effect of the *Net2* genotype on miRNA accumulation, four miRNAs, miR159, miR168, miR396 and miR5048, were examined using two independently bulked crown tissues of each genotype, a KU-2075-allele homozygote (*Net2* non-carrier) and a KU-2075/KU-2025 heterozygote at the *Net2* chromosomal region. These were predicted to have differentially expressed miRNAs in the crown tissues between Ldn/KU-2059 and Ldn/KU-2025 (Table 6). Each bulked RNA sample was extracted from the crown tissues of five F_2_ individuals in the Ldn/KU-2075 and Ldn/KU-2025 mapping population grown in the experimental field of Kobe University on May (warm temperatures). Two samples of the heterozygous bulks more abundantly accumulated the four miRNAs than samples of the KU-2075-allele homozygous bulks (Fig 7). Thus, the KU-2025-derived *Net2* allele increased the accumulation of the four miRNAs in the crown tissues of synthetic wheat hexaploids under warm temperatures.

**Fig 7:**
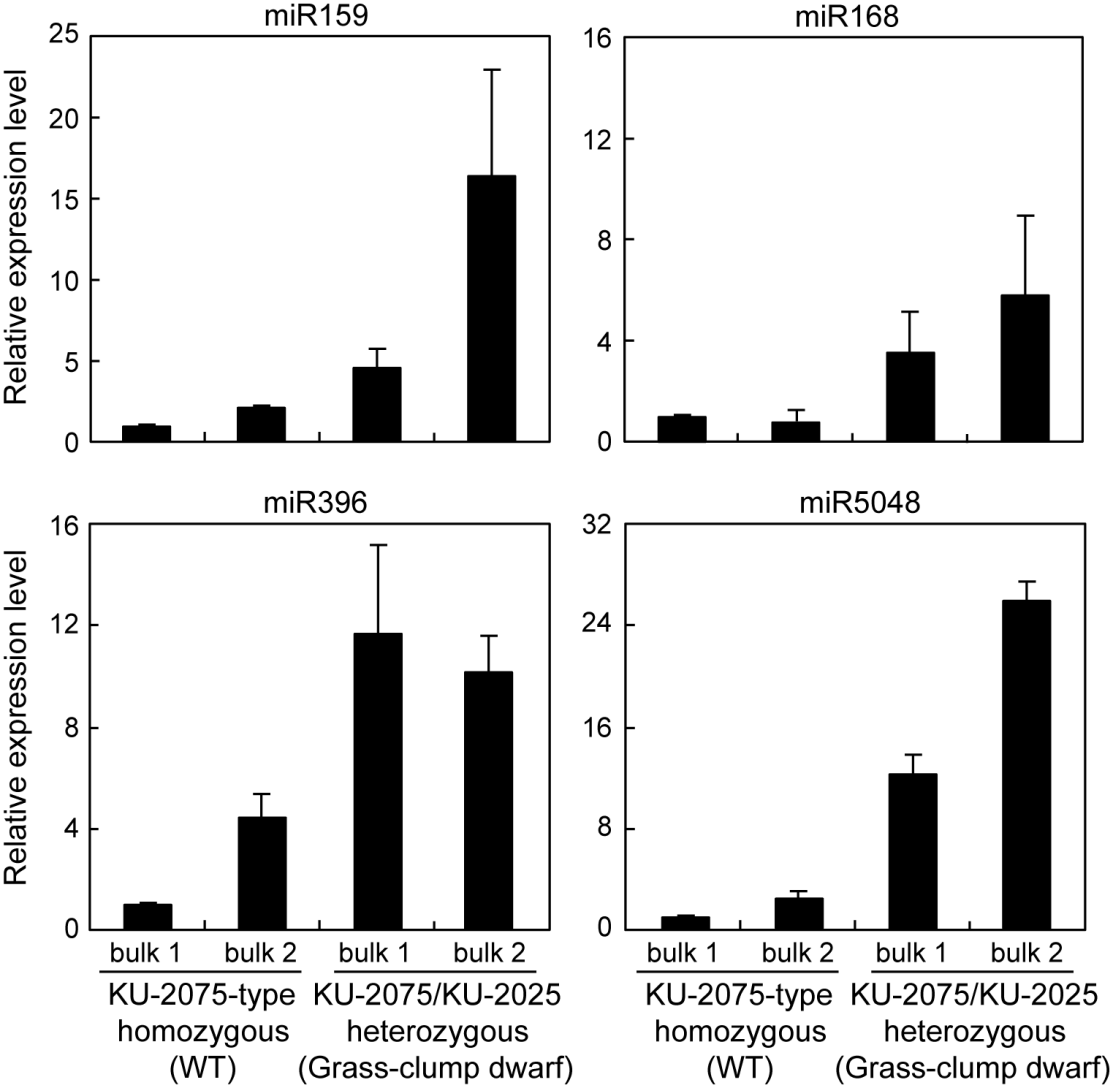
Comparison of transcript accumulation of the four wheat miRNAs in the KU-2075-type homozygous bulks and KU-2075/KU-2025 heterozygous bulks under normal temperature. Total RNA extracted from crown tissues of each genotype was bulked for qRT-PCR. Each bulked RNA sample was extracted from the crown tissues of five F_2_ individuals. The miRNA levels are shown as values relative to those in a KU-2075-type homozygous bulk. Means ± SD were calculated from data obtained in three experiments. 18S rRNA was used as an internal control.

### Expression analysis of miR156 and *SPL* genes

In common wheat, several miR156 molecules have been previously identified, and their sequences are well conserved with those of other plant species [62]. At least three of the wheat miR156 molecules, tae-miR156a, tae-miR156b and tae-miR156c, showed significantly more abundant accumulation in the crown tissues of Ldn/KU-2012, a type II necrosis line, compared with Ldn/KU-2159, a WT line, under normal temperature (Fig 8A). A similar difference in the miR156 levels was confirmed between Ldn/KU-2059 and Ldn/KU-2025 under normal temperature, and the accumulation of the miR156 molecules was dramatically repressed by LT treatment in the crown tissues of both WT and type II necrosis lines (Fig 8B).

**Fig 8:**
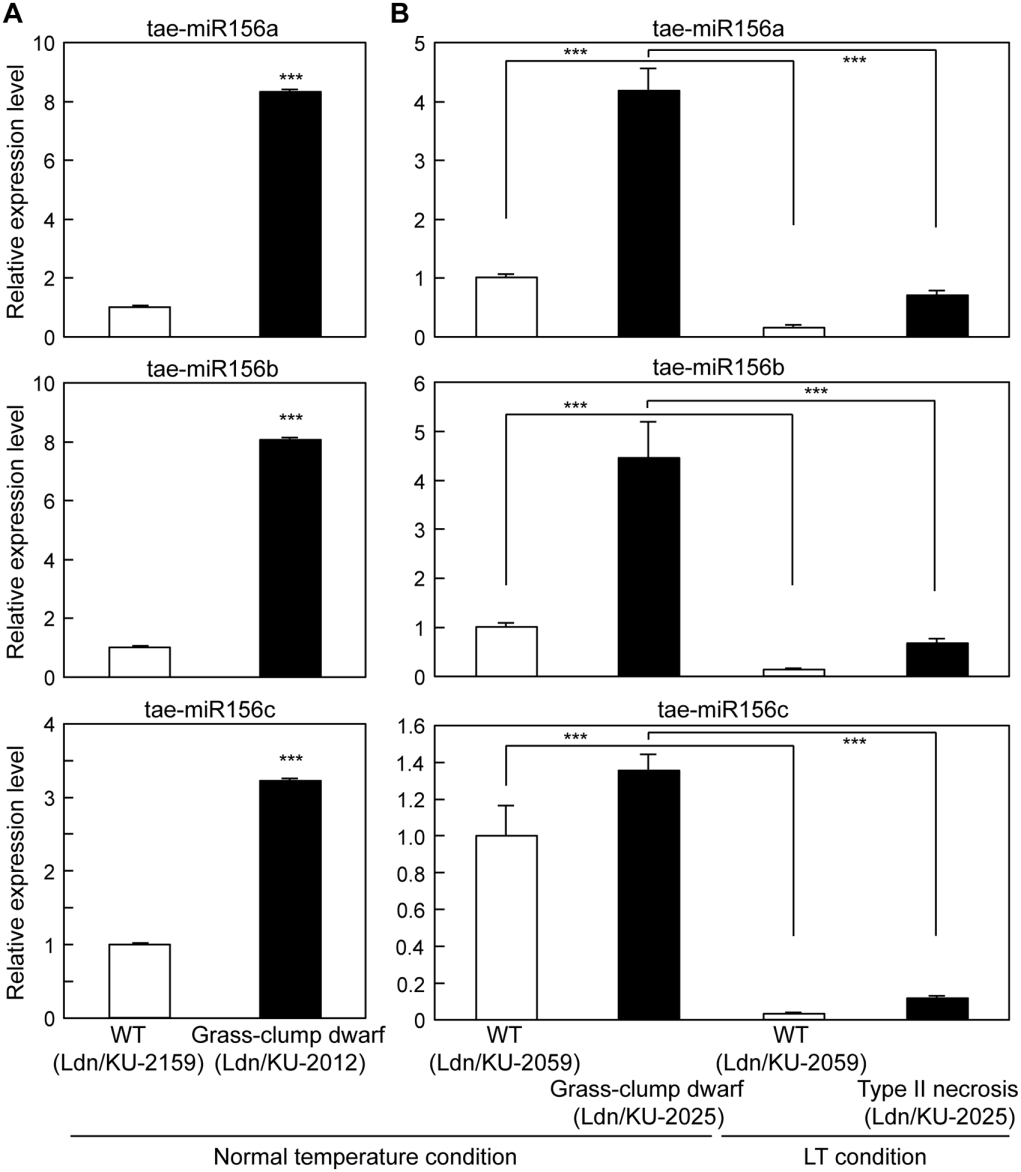
Comparison of transcript accumulation of the three miR156 molecules in the WT and type II necrosis/grass-clump dwarf lines. Means ± SD were calculated from data obtained in three qRT-PCR experiments. 18S rRNA was used as an internal control. (A) The miR156 levels in Ldn/KU-2159 and Ldn/KU2012 under normal temperature. Student’s *t*-test was used to test for statistical significance (***P<0.001) between crown tissues of the two lines under normal temperature. (B) The miR156 levels in crown tissues of Ldn/KU-2059 and Ldn/KU-2025. Student’s *t*-test was used to test for statistical significance (***P<0.001) in the two lines between growth at the normal temperature and LT.

*SPL* genes are associated with regulation of tillering and branching through interaction with miR156 in maize, rice and *Arabidopsis* [29,50,63]. In addition to these plant species, cleavage of an *SPL* mRNA via miR156 was previously confirmed in common wheat [64,65]. Our microarray studies showed that three wheat *SPL* genes (rwhoh17n20, MUGEST2003_23lib_Contig14620_504 and wheat0130Contig8035) were down-regulated in crown tissues of crt/KU-2025 under the normal temperature condition (S3 Table). 

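The SPL probe rwhoh17n20 had a scaled signal of 2671 ± 30.8 (SD, n = 2) in WT and 628 ± 17.7 (SD, n = 2) in crt/KU-2025. The log2 ratio was -2.09 with a standard error of 0.06 and an adjusted p of 0.0001 from limma with Benjamini-Hochberg adjustment. The probe wheat0130Contig8035 fell from 11390 ± 40.3 (SD, n = 2) to 76.0 ± 2.89 (SD, n = 2), a log2 ratio of -7.23 with an adjusted p of 2.4e-05 from the same test. The probe MUGEST2003_23lib_Contig14620_504 was dim in WT, at 37.8 ± 0.578 (SD, n = 2), and not well above background in crt/KU-2025, which allows only the statement that it was at least 1.51-fold lower. In Ldn/KU-2025, the log2 ratios to WT were 0.10 for rwhoh17n20, -0.11 for wheat0130Contig8035 and 0.44 for MUGEST2003_23lib_Contig14620_504. Their adjusted p-values were 0.34, 0.36 and 0.25 from limma with Benjamini-Hochberg adjustment.

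**Figure D3:**
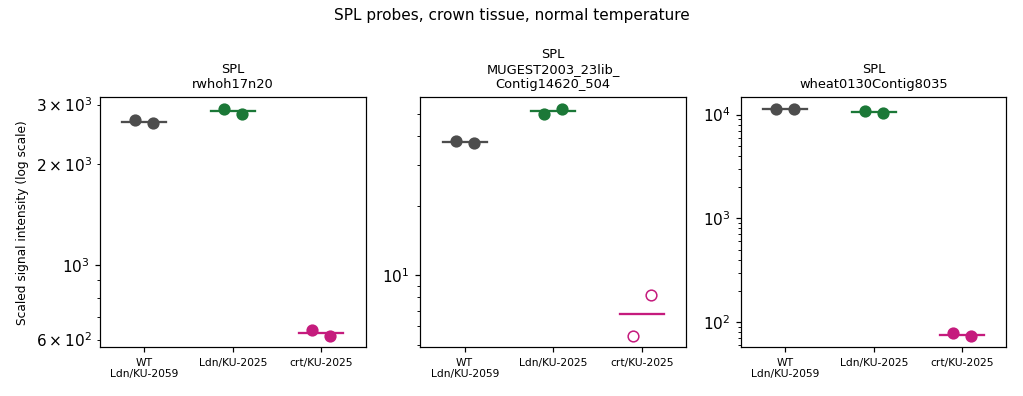
Scaled signal intensity (log scale, different range in each panel) of the 3 SPL probes on the 2 arrays of each line. Each circle is 1 array, the bar is the mean, and open circles mark a line in which the probe was not well above background on both arrays. The crt/KU-2025 circles lie below those of WT and Ldn/KU-2025 in all 3 panels.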

We surveyed wheat *SPL* (*TaSPL*) cDNAs, and the putative amino acid sequences of TaSPLs were compared with those of *Arabidopsis* and rice SPLs (S3 Fig). Based on reports in which interaction between miR156 and *SPL*s of *Arabidopsis* and rice were confirmed [50,63], four *TaSPL*s were selected; the target sites of the five tae-miR156 molecules were present in the coding regions of the four *TaSPL*s (Fig 9A). Under normal temperature, the transcript accumulation levels of the four *TaSPL*s were significantly lower in the crown tissues of Ldn/KU-2025 than in Ldn/KU-2059 and in Ldn/KU-2012 than in Ldn/KU-2159 (Fig 9B). Under LT, however, no differences in transcript levels were observed in the four *TaSPL*s. To examine the cleavage sites of the *TaSPL* (CD454320) mRNA, 5’-RACE PCR with a *TaSPL-*specific primer was performed using the crown tissue-derived RNA of Ldn/KU-2059. One of six 5’-ends of the *TaSPL* mRNA was found in the target region of tae-miR156 molecules.

**Fig 9:**
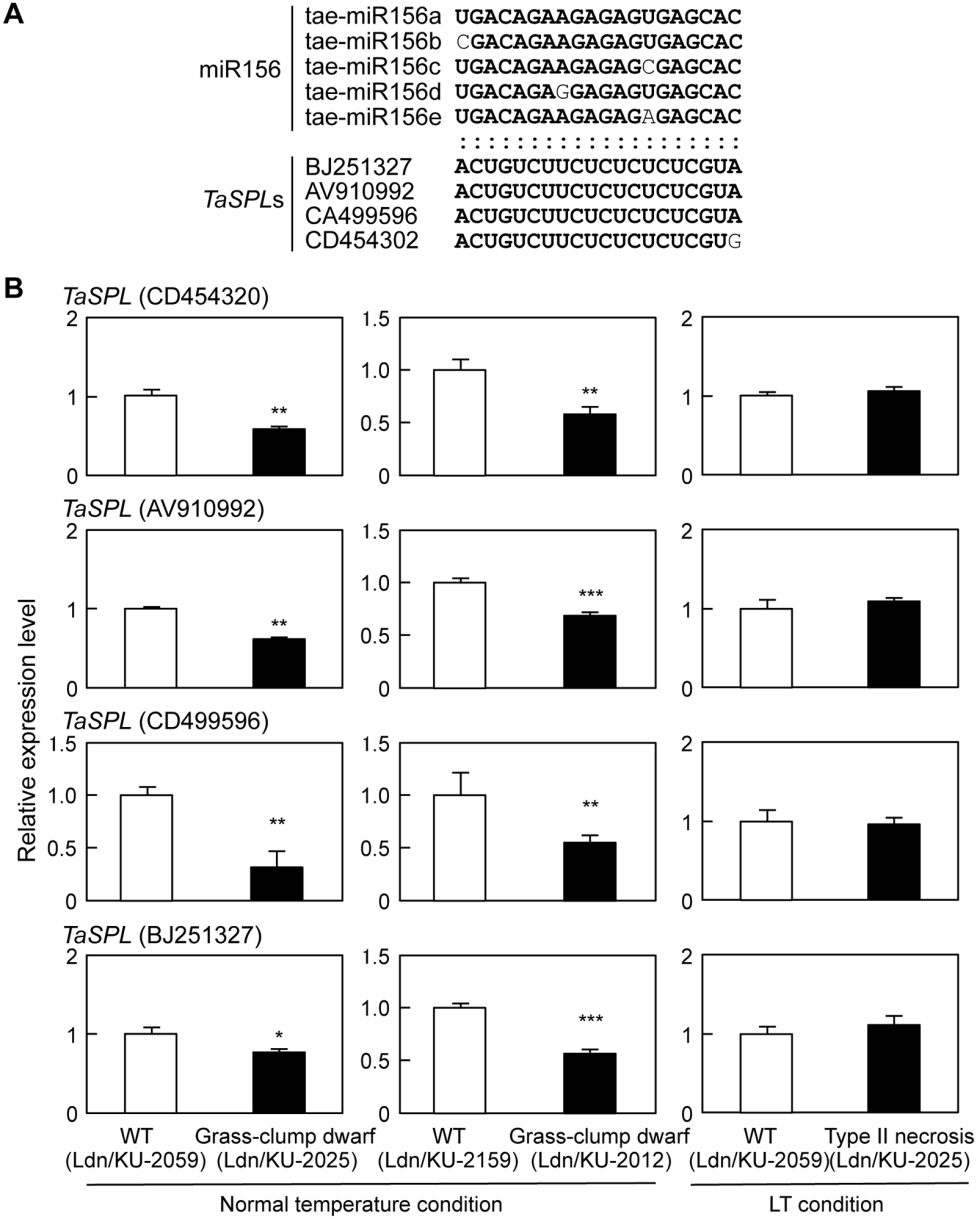
Expression analysis of the miR156-targeted wheat *SPL*s. (A) Complementary relationship between wheat miR156 molecules and their putative target sequences in *TaSPL*s. The reverse complement of five tae-miR156 targeting sites to the four *TaSPL* sequences is represented in bold letters. (B) Comparison of transcript accumulation levels of the four *TaSPL*s in crown tissues of the WT and type II necrosis/grass-clump dwarf lines by qRT-PCR. The transcript levels are shown as values relative to those in crown tissues of the WT line for each comparison. Means ± SD were calculated from data obtained in three experiments. The *Actin* gene was used as an internal control. Student’s *t*-test was used to test for statistical significance (*P<0.05, **P<0.01, ***P<0.001) between WT and type II necrosis/grass-clump dwarf synthetic plants.

## Discussion

Type II necrosis is one of the major hybrid incompatibilities between tetraploid wheat and *Ae*. *tauschii*, and 22 of our 122 *Ae*. *tauschii* accessions display the type II necrosis phenotype in ABD triploids in the winter season [14]. As previously reported [16], necrotic symptoms appear in the type II necrosis lines of synthetic hexaploids only under LT, and elongation of stems and expansion of new leaves are repressed in the type II necrosis-displaying plants. When the growth temperature increases after the winter season, the type II necrosis lines then show a distinct phenotype of excess tillers and severely dwarfed culms [16,18]. Therefore, the phenotypic plasticity is growth temperature-dependent, and the temperature dramatically changes the growth phenotype from type II necrosis to grass-clump dwarf. The grass-clump dwarf phenotype of the type II necrosis lines shows the following four characteristics: no necrotic symptoms, excess tillers, severe dwarfism and delayed flowering. In these type II necrosis lines under normal temperature, the transcription levels of defense-related genes, which are up-regulated under LT, were significantly low (Fig 4). Thus, the LT-responsiveness of defense-related gene expression appears to be partly associated with the absence of a necrosis phenotype in the type II necrosis lines under normal temperature. In addition, significant repression of the wheat *AP1*/*FUL*-type MADS-box genes, the orthologs of which act as flowering promoters in rice [58,59], was observed at normal temperature (Fig 5). This repression could contribute to the delayed-flowering phenotype in the type II necrosis lines under normal temperature. These observations suggest that the transcriptional alterations of the defense-related genes and *AP1*/*FUL*-type MADS-box genes could explain at least partly two of the characteristics of the temperature-dependent phenotypic plasticity in the type II necrosis lines.

Information on molecular mechanisms underlying the other two characteristics of the grass-clump dwarf phenotype was obtained from deep-sequencing analysis of small RNAs. Accumulation of miR156 molecules was altered in response to the growth temperature in the crown tissues of wheat synthetic hexaploids (Fig 8). LT treatment dramatically inhibited miR156 accumulation in the crown tissues, and the miR156 molecules were more abundantly accumulated in the grass-clump dwarf lines than in WT lines under normal temperature. On the other hand, the transcript levels of *SPL*s, direct targets of miR156 [29,50,66], were significantly decreased in crown tissues of the grass-clump dwarf lines. Recent reports showed that wheat miR156 cleaves a *TaSPL* mRNA [64,65]. In addition, miR156 overexpression results in down-regulation of *SPL*s and in morphological changes including dwarfism, increased tiller number and late flowering in maize, switchgrass and rice [29,66,67], which have phenotypes that closely resemble the phenotype of the grass-clump dwarf lines [18]. The present study showed that at least four *TaSPL*s could be direct targets of miR156 in the crown tissues of wheat. Thus, the excess tiller numbers and dwarfism could be caused by the increased miR156 expression and repressed *TaSPL* expression in the grass-clump dwarf lines. Moreover, the miR156/*SPL*s module also controls flowering time in *Arabidopsis*. miR156 molecules decrease the expression of miR172 through the cleavage of *SPL* transcripts, and miR172 directly down-regulates *APETALA2*-like genes *TOE1* and *TOE2* to promote the transition from vegetative to reproductive phase [68]. Therefore, the increase in miR156 expression might induce lower miR172 levels, whereas no significant change in the miR172 levels in response to the growth temperature was observed in the crown tissues of the grass-clump dwarf lines. On the other hand, *Arabidopsis SPL*s directly activate flowering promoting the MADS-box genes *FUL* and *SOC1*, and miR156 molecules negatively regulate the MADS-box genes through the cleavage of *SPL* transcripts [69]. Therefore, the down-regulation of wheat *AP1*/*FUL*-type MADS-box genes could be due to the increased miR156 expression.

Evolution of allopolyploids is accompanied by changes in genome organization and gene expression patterns [2]. As recently reported, expression levels of a lot of genes are significantly distinct from the midparent values, and many of the non-additively expressed genes are likely to be underexpressed in nascent synthetic hexaploids exhibiting normal growth [70]. Expression levels and patterns of small RNAs could be altered in the interspecific hybrids and allopolyploids with normal growth phenotype [30,35]. In the present study, microarray-based transcriptome analysis and miRNA profiling showed that transcripts of a number of protein-coding genes and miRNA molecules were differentially accumulated in lines showing abnormal growth compared with WT lines of synthetic hexaploids (Figs 1 and 6). Most of the genes and small RNAs showing altered expression levels might have no relation with the growth abnormalities, and limited genes and small RNAs may visibly affect plant growth and development. For the grass-clump dwarf phenotype, unusual expression of only the miR156/*SPL*s module could at least partly explain the three characteristics of dwarfism, excess tillers and late flowering under normal temperature.

Recently, association of miRNA networks with developmental plasticity in higher plants has been discussed [71]. Some miRNAs including miR156, miR159 miR169 and miR319 are associated with coordination of the relationship between development and stress responses [61]. Our observations here show that the miR156/*SPL*s module is at least partly associated with the grass-clump dwarf phenotype in the type II necrosis lines of synthetic hexaploid wheat. Namely, the *Net1*-*Net2* interaction regulates the temperature-dependent phenotypic plasticity through the miR156/*SPL*s module in the wheat crown tissues. With *Net1*-*Net2* interaction, accumulation of some wheat miRNAs including miR156 showed unexpected alterations compared with the WT lines in the wheat ABD hybrids and synthetic hexaploids (Fig 6 and Table 6). Modified expression of miRNAs has been reported during the allopolyploidization process of *A*. *suecica* and in interspecific ABD hybrids and newly synthesized wheat hexaploids [30,31,35,36]. During interspecific hybridization and the allopolyploidization that follows, miRNA expression is largely altered, and some of these alterations could negatively affect plant growth and development. The growth abnormalities related to the modified miRNA levels could reduce the fitness of the hybrids and allopolyploids and function as postzygotic hybridization barriers between different nuclear genomes.

Under LT, the *Net1*-*Net2* interaction triggers an autoimmune response-like reaction followed by appearance of necrotic symptoms in wheat ABD hybrids and synthetic hexaploids [16]. Disease resistance-related genes have been identified as causal genes for hybrid necrosis, and the interaction explained by the DM model plays important roles in differentiation and establishment of new genealogical lineages in plants [1,4]. In the case of *Net1*-*Net2* interaction, however, critical responses for phenotypic plasticity might occur in the crown tissues. Necrotic cell death is usually observed in leaves, whereas arrest of cell division at the shoot apical meristem seems to occur prior to the autoimmune response in type II necrosis lines as well as in the severe growth abortion of wheat ABD hybrids [16,38]. In the grass-clump dwarf, modification of the miR156/*SPL*s module occurs at the shoot apical meristem of the crown tissues under normal temperature. Therefore, the cell death induced by the autoimmune response might be a secondary event in type II necrosis. In fact, suppression of cell cycle-related gene expression induces both growth inhibition and necrotic cell death in *Arabidopsis* [72,73]. Therefore, dramatic alteration of gene expression profiles, including miRNA levels, at the shoot apical meristem induced by a DM gene interaction could be strongly associated with the growth abnormalities in wheat ABD hybrids and synthetic hexaploids.

Here, we showed comparative transcriptome analyses of the crown tissues from growth temperature-dependent phenotypic abnormalities-showing wheat hybrids. The transcriptome analyses clearly revealed that dramatic alteration of gene expression profiles, including miRNA levels, in crown tissues was associated with the phenotypic plasticity in type II necrosis/grass-clump dwarf wheat hybrids. Especially, unusual expression patterns of the miR156/*SPL*s module could well explain the grass-clump dwarf phenotype. The type II necrosis/grass-clump dwarfism is induced by the *Net1*-*Net2* complementary gene interaction. Thus, the *Net1*-*Net2* interaction appears to control the miR156/*SPL*s module in response to the growth temperature in the wheat ABD hybrids and synthetic hexaploids. The molecular mechanisms controlling the miR156/*SPL*s module regulation via the *Net1*-*Net2* interaction are unknown. The *Net1*-*Net2* interaction induces the growth abnormalities: necrotic cell death triggered by an autoimmune response under LT and the grass-clump dwarf phenotype induced through the miR156/*SPL*s module under normal temperature. The DM interaction is greatly affected by the growth temperature, and thus the third component, connecting the *Net1*-*Net2* interaction to its downstream targets, must be a key factor for the temperature-dependent phenotypic plasticity. Molecular cloning of the causal genes, *Net1* and *Net2*, should be the next aim of study to clarify the molecular nature of phenotypic plasticity in the wheat ABD hybrids and synthetic hexaploids.

## Supporting information

S1 Fig Identification of microRNAs in crown tissues of WT and type II necrosis lines. First, adapter sequences were trimmed from raw reads and those containing a stop oligonucleotide were discarded. The trimmed reads were BLASTn searched against the Rfam database to remove sequences derived from non-coding RNAs other than miRNAs. Then reads ≥ 18 bp and ≤ 30 bp were selected and aligned to repeat-masked A- and D-genome sequences to search for putative miRNA loci. BLASTn searches against the miRBase were performed to distinguish known miRNAs from novel ones. The same BLAST search was performed with reads unaligned to the genome that remained after Mireap analysis to extract known miRNAs.
(PDF) Click here for additional data file.

S2 Fig Correlation of the log_2_ ratios of the genes with expression altered between WT (Ldn/KU2059) and two grass-clump dwarf (Ldn/KU2025 and crt/KU2025) lines. Scatter plots of differential signal intensities in crown tissues of the grass-clump dwarf lines at the normal temperature are represented for the six indicated categories of probes. The correlations were significant (***P<0.001). The regression lines are also shown.
(PDF) Click here for additional data file.

S3 Fig Phylogenetic tree of the SPL family based on the amino acid sequences of SBP domains. Recent reports have shown [51,63] that the underlined *SPL* genes contain the miR156-target site, and their transcripts are directly cleaved by miR156 in *Arabidopsis* and rice.
(PDF) Click here for additional data file.

S1 Table Primer sets used for mRNA qRT-PCR analysis. (PDF) Click here for additional data file.

S2 Table Primers used for miRNA qRT-PCR analysis. (PDF) Click here for additional data file.

S3 Table Gene probes identified by microarray analysis as up- and down-regulated in crown tissues. (XLSX) Click here for additional data file.

S4 Table List of miRNAs expressed in crown tissues of the WT and type II necrosis lines. (XLSX) Click here for additional data file.

# Supplementary material for: Global gene expression profiling related to temperature-sensitive growth abnormalities in interspecific crosses between tetraploid wheat and Aegilops tauschii
**Source:** PLoS One. 2017 May 2;12(5):e0176497. doi: 10.1371/journal.pone.0176497
**Supplement:** S1 Fig — First, adapter sequences were trimmed from raw reads and those containing a stop oligonucleotide were discarded. The trimmed reads were BLASTn searched against the Rfam database to remove sequences derived from non-coding RNAs other than miRNAs. Then reads ≥ 18 bp and ≤ 30 bp were selected and aligned to repeat-masked A- and D-genome sequences to search for putative miRNA loci. BLASTn searches against the miRBase were performed to distinguish known miRNAs from novel ones. The same BLAST search was performed with reads unaligned to the genome that remained after Mireap analysis to extract known miRNAs.

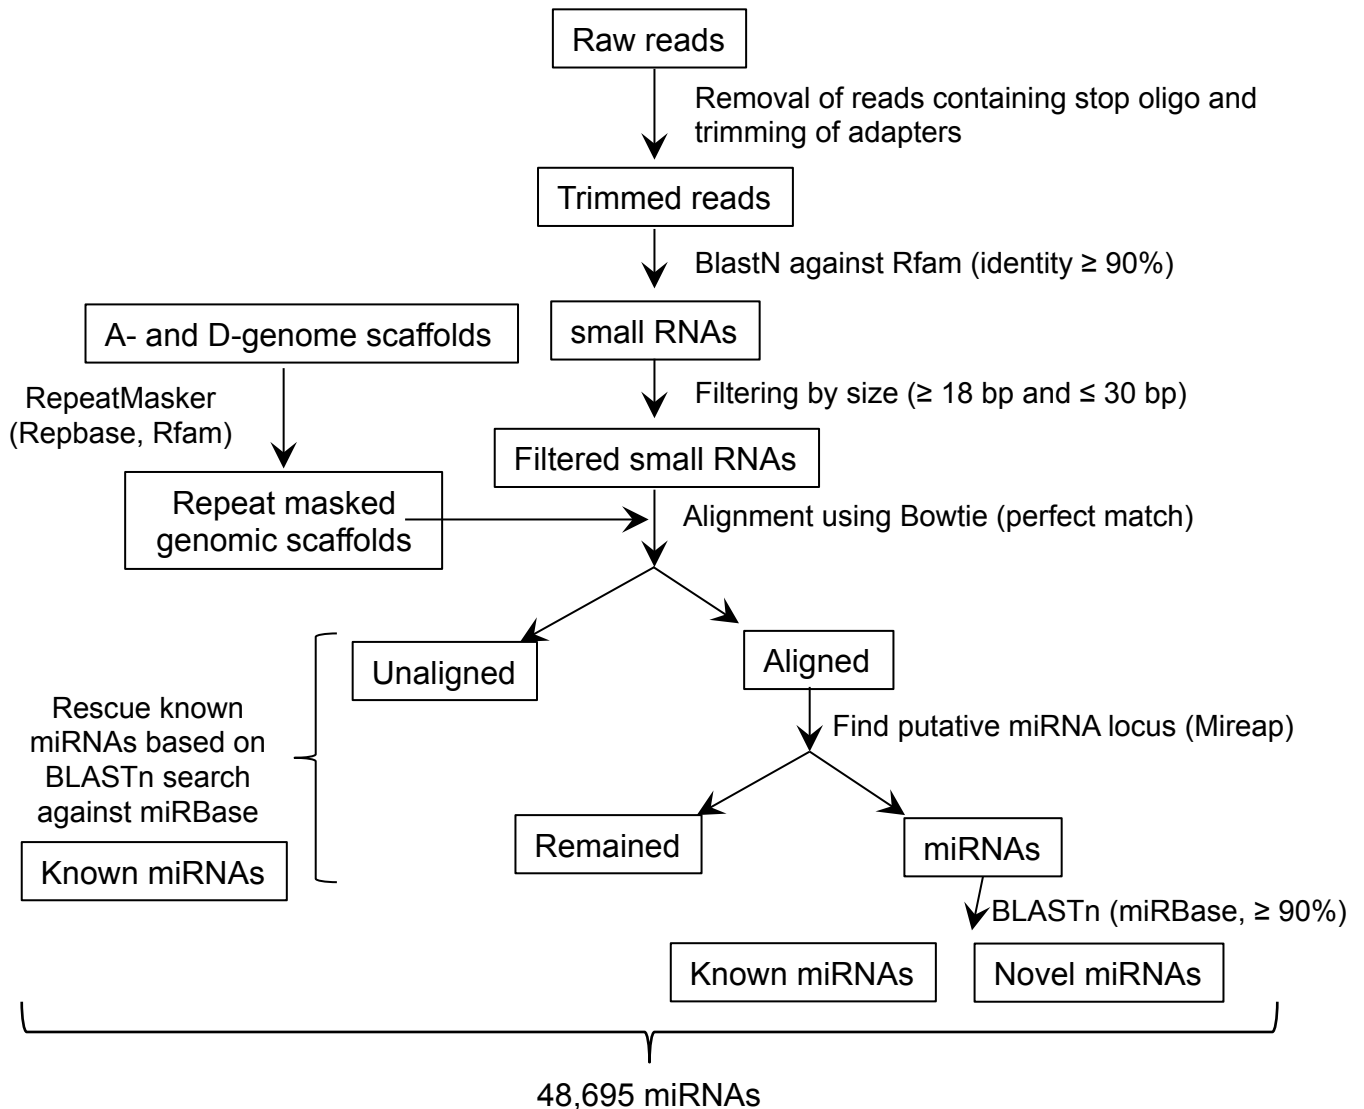

**S1 Fig. Identification of microRNAs in crown tissues of WT and type II necrosis lines.** First, adapter sequences were trimmed from raw reads and those containing a stop oligonucleotide were discarded. The trimmed reads were BLASTn searched against the Rfam database to remove sequences derived from non-coding RNAs other than miRNAs. Then reads  $\geq 18$  bp and  $\leq 30$  bp were selected and aligned to repeat-masked A- and D-genome sequences to search for putative miRNA loci. BLASTn searches against the miRBase were performed to distinguish known miRNAs from novel ones. The same BLAST search was performed with reads unaligned to the genome that remained after Mireap analysis to extract known miRNAs.

# Supplementary material for: Global gene expression profiling related to temperature-sensitive growth abnormalities in interspecific crosses between tetraploid wheat and Aegilops tauschii
**Source:** PLoS One. 2017 May 2;12(5):e0176497. doi: 10.1371/journal.pone.0176497
**Supplement:** S2 Fig — Scatter plots of differential signal intensities in crown tissues of the grass-clump dwarf lines at the normal temperature are represented for the six indicated categories of probes. The correlations were significant (***P<0.001). The regression lines are also shown.

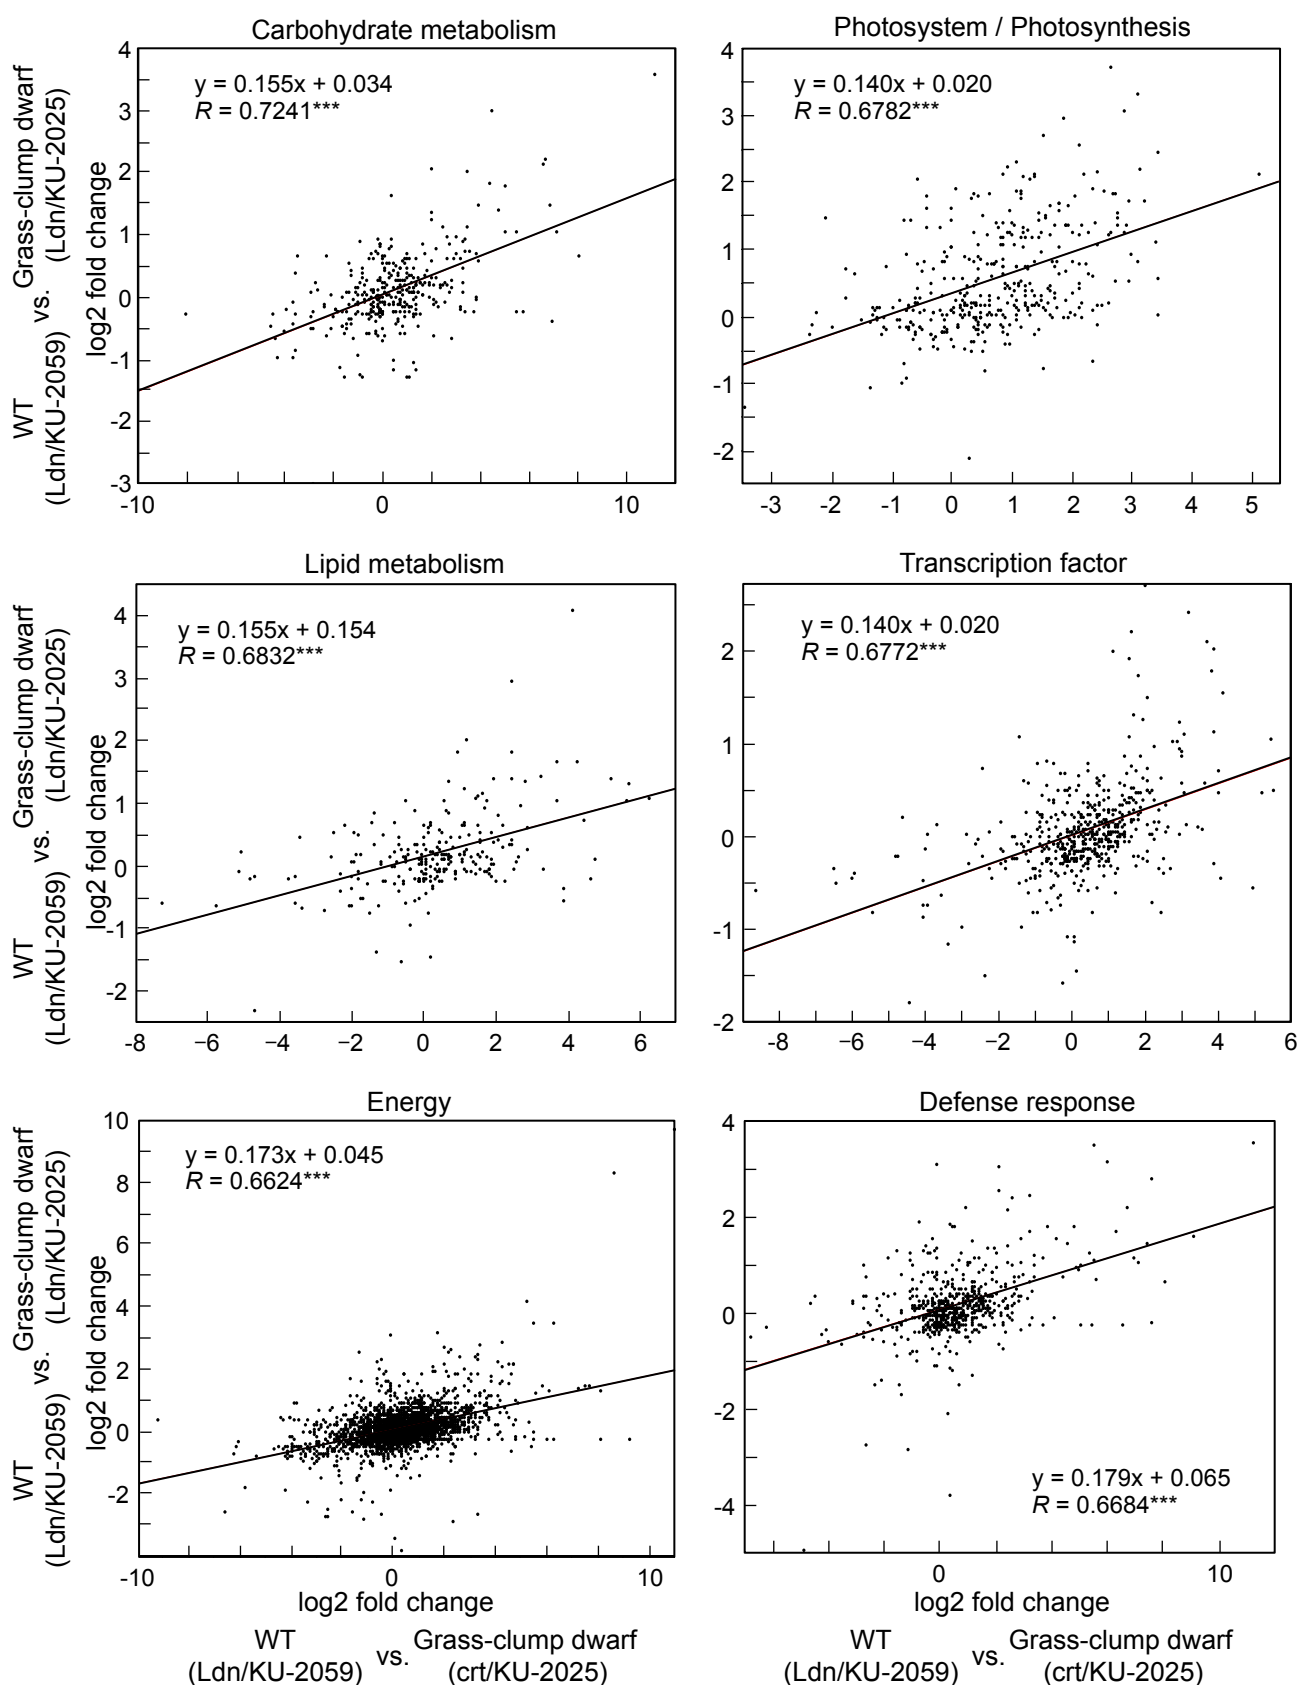

**S2 Fig. Correlation of the log<sub>2</sub> ratios of the genes with expression altered between WT (Ldn/KU2059) and two grass-clump dwarf (Ldn/KU2025 and crt/KU2025) lines.** Scatter plots of differential signal intensities in crown tissues of the grass-clump dwarf lines at the normal temperature are represented for the six indicated categories of probes. The correlations were significant (\*\*\*)  $P < 0.001$ . The regression lines are also shown.

# Supplementary material for: Global gene expression profiling related to temperature-sensitive growth abnormalities in interspecific crosses between tetraploid wheat and Aegilops tauschii
**Source:** PLoS One. 2017 May 2;12(5):e0176497. doi: 10.1371/journal.pone.0176497
**Supplement:** S3 Fig — Recent reports have shown [51,63] that the underlined SPL genes contain the miR156-target site, and their transcripts are directly cleaved by miR156 in Arabidopsis and rice.

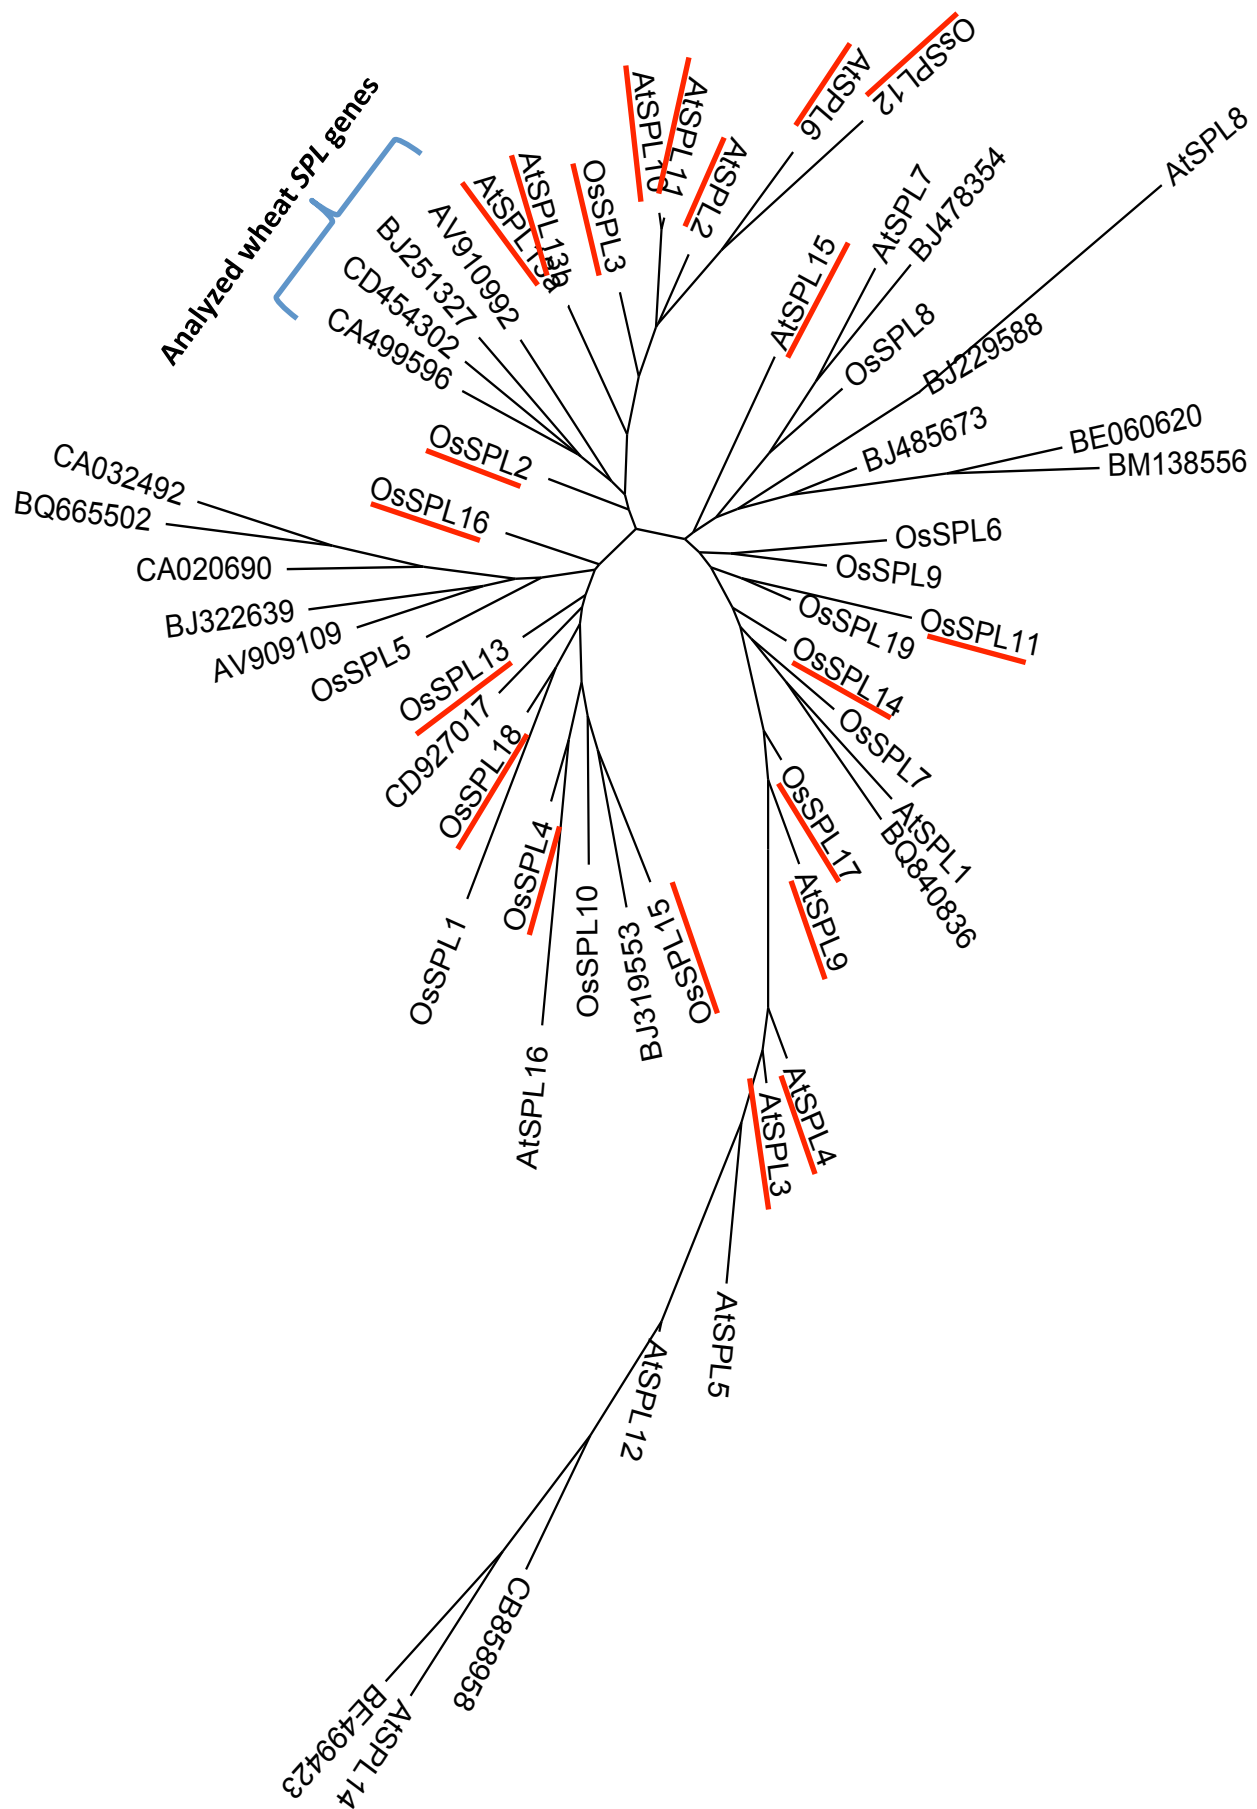

**S3 Fig. Phylogenetic tree of the SPL family based on the amino acid sequences of SBP domains.** Recent reports have shown [52,64] that the underlined *SPL* genes contain the miR156-target site, and their transcripts are directly cleaved by miR156 in *Arabidopsis* and rice.

# Supplementary material for: Global gene expression profiling related to temperature-sensitive growth abnormalities in interspecific crosses between tetraploid wheat and Aegilops tauschii
**Source:** PLoS One. 2017 May 2;12(5):e0176497. doi: 10.1371/journal.pone.0176497
**Supplement:** S1 Table

**S1 Table. Primer sets used for mRNA qRT-PCR analysis.**

| Gene                                  | Forward primer sequence (5'~3') | Reverse primer sequence (5'~3') |
|---------------------------------------|---------------------------------|---------------------------------|
| <i>TaSPL</i> (AV910992)               | AGAGTGCATCTGGGGACTTG            | ATCATGGTTTCGATGGGTTC            |
| <i>TaSPL</i> (BJ251327)               | CAGAGCCCCACCGATGAT              | TACCCTTCCAGGTGTCCAAG            |
| <i>TaSPL</i> (CD454320)               | AGGCATTGCCAAACCATCCG            | AGCTCCCAAAGCCTTCCTAC            |
| <i>TaSPL</i> (CD499596)               | TGGCTAGCACCAGTGAATTG            | TGCTGTTCCAGCACTGAGTC            |
| <i>PR1</i>                            | GCAGAACTCGCCTCAGGACT            | GCCGAGGTTATTGTTGCAGA            |
| <i>PR4</i>                            | CGCGGTGAGCGCCTACTG              | CCGATCCCGTTGGTG                 |
| <i>Vrn-A1</i> (wheat0130contig14238)  | ATCAGACTCAGCCTCAAACA            | TAGAGACGGGTATCATGGAA            |
| <i>TaAP1-2</i> (rwhfl48m16)           | TGGAGCAACAACAAGCTCAC            | CAGCCTTCATCTGTTGCTGA            |
| <i>TaAP1-3</i> (wheat0130contig14728) | ATCTACCACCGTGGATGCTC            | CAACCACAAGATCGTGCTCA            |
| <i>Actin</i>                          | GCCGTGCTTTCCTCTATG              | GCTTCTCCTTGATGTCCCTTA           |

# Supplementary material for: Global gene expression profiling related to temperature-sensitive growth abnormalities in interspecific crosses between tetraploid wheat and Aegilops tauschii
**Source:** PLoS One. 2017 May 2;12(5):e0176497. doi: 10.1371/journal.pone.0176497
**Supplement:** S2 Table

**S2 Table. Primers used for miRNA qRT-PCR analysis.**

| miRNA       | Primer sequence (5' – 3')                             |
|-------------|-------------------------------------------------------|
| miR159      | TTTGGATTGAAGGGAGCTCTA                                 |
| miR168      | TCGCTTGGTGCAGATCGGGAC                                 |
| miR396      | TCCACAGGCTTTCTTGAACTG                                 |
| miR5048     | TATGTTTGCAGGTTTTAGGTCT                                |
| tae-miR156a | TGACAGAAGAGAGTGAGCAC                                  |
| tae-miR156b | CGACAGAAGAGAGTGAGCAC                                  |
| tae-miR156c | TGACAGAAGAGAGCGAGCAC                                  |
| 18S rRNA    | AGGCCTTCACCAAGTATGCTCTGA and TGGGCGATAACACGGACAACAGTA |

How the deposited data were processed for this re-analysis (not part of the article)

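Crown tissues of 3 synthetic hexaploid wheat lines were compared on 6 arrays, with 2 arrays each for WT (Ldn/KU-2059), Ldn/KU-2025 and crt/KU-2025, all grown at 24°C. The samples at low temperature, the quantitative RT-PCR and the small RNA experiments were not analysed here. The line and the replicate of each array were taken from the sample labels and the paper.

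The authors hybridized Cy3-labeled cRNA to the 1-color KOMUGI 38k wheat array, and the deposited scanner tables give for each spot an intensity processed by Feature Extraction, which is background-subtracted and spatially detrended within the array and not scaled between arrays. The authors also deposited a table of intensity values already scaled between arrays, whose columns were a constant times the processed intensities of the same arrays (correlation of 1.0 on the log2 scale, median ratio of 1.0004 to 1.0005 to the values computed here). The replicates were not pooled.

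From these intensities, the 1417 control spots of each array were left out, and the 37826 probes, each present once, were kept. The signal of each array was multiplied by 2500 over its mean trimmed of 2% of the values at each end, as in the paper's methods, and the log2 was taken. No floor or pseudocount was needed because the lowest scaled signal of an array was between 4.77 and 5.55. A single linear model with the 3 lines as groups was fitted to the 6 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 3 residual degrees of freedom and an estimated prior of 1.23. Probes with a change of at least 3-fold and a Benjamini-Hochberg adjusted p under 0.05 over all probes were called up- or down-regulated. The tables, correlations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

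The probes named in the text were set by a rule. They are the probes that the paper names in its text, tables and figures on these arrays, the 3 probes with the largest rise and the 3 with the largest fall in each dwarf line among those called and well above background on all arrays of both lines compared, and the probe with the largest change in each probe class. Gene descriptions were taken from the paper and its S3 Table, because 0 probe names matched the table of wheat reference genes. A probe that Feature Extraction did not mark as well above background on every array of a line has only a bound there, and its change is given as at least a fold, from the mean log2 signal of the brighter line against, on each array of the dimmer line, the higher of the probe's own signal and the lowest signal among probes well above background, which was 23.93 to 27.86 after scaling. The number of arrays limits the precision of all values.

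The fit was tested on simulated data before it was used. For the comparison of Ldn/KU-2025 with WT over 37826 probes, 200 probes were changed by 8-fold, of which 187 were called in the right direction. There were 6 false calls, and 0 calls in the unchanged comparison of crt/KU-2025 with WT. The changed probes were drawn from the brighter ones only, and all arrays had the same spread for a probe. The measured spread was larger in crt/KU-2025, so that the test covers neither dim probes nor unequal spreads. Because both dwarf lines are compared with the same WT arrays, correlations and shares of equal sign were also computed on 30 simulated data sets in which a dwarf line, or both, did not differ from WT. For the overlaps and correlations, 30 further data sets were simulated in which both lines changed by the measured amounts, with those of crt/KU-2025 reassigned at random within 20 bins of probes by WT signal.

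The alternatives were scaling to the 75th percentile, quantile normalization, the authors' scaled table, removal of dim probes, each array left out in turn, the replicate number or the slide as a block, the methods' t-test on linear signals with adjustment over all probes or over those past 3-fold, the same test on log2 signals, a fit of only the lines compared and a 2-fold threshold. For the correlations, differences of linear signals, Spearman's rho and a different WT array for each dwarf line were tried. For the probes detected in 1 line, another detection flag and a brightness of at least 10-fold over the other line were tried. Normexp background correction had been planned on the mean spot signals, which the tables used here do not hold, and was run on the median spot signals with an offset of 50 in their place, a choice made after seeing the files. The slide as a block was not fitted separately, because its term coincides with crt/KU-2025 and leaves the comparison of Ldn/KU-2025 with WT unchanged.

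The enrichment of gene ontology terms was not repeated, since no annotation of all probes was used. The list of probes down-regulated in crt/KU-2025 in S3 Table was not used here, and of the 2543 probes of the list of up-regulated probes the first 1096 were used, without any test of overlap.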

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

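The tests on exchanged labels, on the scaling of the probes with the pathogenesis term and on 1 shared gene family were chosen only after the result was seen. Groups of 2 arrays are too small for a search for outlying arrays, so that the results given here are those in which the dwarf lines differed in a direct test, or a set of probes that the paper does not report on as a set.

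In the direct comparison by limma with Benjamini-Hochberg adjustment, 3552 probes were higher and 3775 lower in crt/KU-2025 than in Ldn/KU-2025, although both lines carry the D genome of KU-2025. A smaller spread between the crt/KU-2025 arrays does not account for this, because the SD over probes of the difference between them was 0.776, above the 0.468 of Ldn/KU-2025. A difference between the slides cannot be told apart from a difference between the lines, because crt/KU-2025 was alone on its slide. The 22 control probes differed between the slides with an SD of 0.68 on the log2 scale and a range of -1.84 to 0.52, and with an SD of 0.0851 between WT and Ldn/KU-2025 on the same slide. The 25865 probes well above background on all 6 arrays had an SD of 1.4 between the slides, 2.06 times that of the control probes and 5.65 times that of the 7 spike-in probes among them. The tetraploid parents of the dwarf lines also differ, and variants of these parents at the probe sequences stay open and were not tested.

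The 3 AP1/FUL-like MADS-box probes were lower in crt/KU-2025 than in Ldn/KU-2025, by fitted log2 differences of -4.0 for wheat0130Contig14238, -6.20 for rwhfl48m16 and -1.34 for wheat0130Contig14728. As bounds, the first was at least 6.74-fold and the second at least 23.5-fold lower. The SPL probes differed in the same direction, by -2.19 for rwhoh17n20, -2.94 for MUGEST2003_23lib_Contig14620_504, which was at least 2.05-fold lower, and -7.12 for wheat0130Contig8035. Their adjusted p-values from limma with Benjamini-Hochberg adjustment were between 2.6e-05 and 0.00076. In Ldn/KU-2025, limma over 6 arrays called 0 of these 6 probes against WT, with 0 at an unadjusted p under 0.05. Fitted to WT and Ldn/KU-2025 alone, it gave MUGEST2003_23lib_Contig14620_504 an adjusted p of 0.020 after Benjamini-Hochberg adjustment, at a log2 ratio of 0.44. By RT-PCR, the paper reports lower transcripts of the 3 MADS-box genes and of SPL genes in Ldn/KU-2025 than in WT. The RT-PCR plants were younger than the array plants, and the SPL probes were not matched to the SPL genes of the RT-PCR. The array values therefore do not decide on the RT-PCR results. The labels of the dwarf lines were not exchanged between S3 Table and the deposited arrays, because the signals that S3 Table lists for all 362 up-regulated probes of Ldn/KU-2025 were within 1% of the arrays labeled Ldn/KU-2025, and for 0 of them within 1% of the arrays labeled crt/KU-2025. An exchange of samples before both were made is not excluded by this test. The lowest of the 22 control probes differed by -1.84 between the slides. The 7 spike-in probes among them differed by -0.31 to 0.52. The differences at wheat0130Contig14238, rwhfl48m16, rwhoh17n20 and wheat0130Contig8035 lie below both ranges. The difference at wheat0130Contig14728 and the bound at MUGEST2003_23lib_Contig14620_504 lie below the range of the spike-in probes and within that of all control probes. The control probes set no limit to the slide difference of each single probe, so that the slide and the tetraploid parent stay open for these probes as well.

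The PR1 probe wheat0130Contig2348 had a fitted log2 difference of 6.73 between crt/KU-2025 and Ldn/KU-2025 and was at least 28.0-fold higher, with an adjusted p of 0.0001 from limma with Benjamini-Hochberg adjustment. For the PR4 probe wheat0130Contig9215 the difference was 7.40, at least 169-fold, with an adjusted p of 0.0015 from the same test, and its signals on the crt/KU-2025 arrays were 4199 and 12800. The bZIP probe wheat0130Contig13733 was higher in crt/KU-2025 than in WT and lower in Ldn/KU-2025 than in WT, a difference of 3.22 between the dwarf lines. Its fall in Ldn/KU-2025 was under 3-fold, and its adjusted p of 0.038 became 0.17 to 0.21 when 1 array of WT or Ldn/KU-2025 was left out. The probe MUGEST2003_23lib_Contig11601_205, whose S3 Table description "Glutathione cytosolic" names no protein, fell in Ldn/KU-2025 to a log2 ratio of -3.35. It was at -0.27 in crt/KU-2025, a difference of 3.08. The last 2 differences each had an adjusted p of 0.0002 from limma with Benjamini-Hochberg adjustment. WT and Ldn/KU-2025 were on the same slide, so that the slide does not account for the fall of MUGEST2003_23lib_Contig11601_205 or of wheat0130Contig13733 in Ldn/KU-2025. The differences of these 4 probes between the dwarf lines lie above the highest control probe, which differed by 0.52 between the slides. The control probes set no limit to the slide difference of each single probe, and for the signals in crt/KU-2025 the slide and the tetraploid parent stay open.

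Among the 31 probes down-regulated in Ldn/KU-2025 for which S3 Table gives gene ontology terms, 9 carry the term pathogenesis, under 3 descriptions. All 9 were lower than WT in Ldn/KU-2025, with a median log2 ratio of -2.28, and all 9 were higher than WT in crt/KU-2025, with a median of 2.84. The median difference between the dwarf lines was 5.16, with an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment for 8 of 9. With either Ldn/KU-2025 replicate or either WT replicate left out, 0 of 9 passed, with 7 at an unadjusted p under 0.05 without a WT replicate, 2 without replicate 1 of Ldn/KU-2025 and 0 without replicate 2. The methods' t-test also gave 0 of 9. Against WT, the fit over 6 arrays gave 0 of 9 in Ldn/KU-2025, also at an unadjusted p under 0.05, and the fit of WT and Ldn/KU-2025 alone 9 of 9. In crt/KU-2025 against WT, 0 of 9 had an adjusted and 0 of 9 an unadjusted p under 0.05 in the limma fit over 6 arrays, in the limma fit of WT and crt/KU-2025 alone and by the methods' t-test on linear or log2 signals, so that the rise there is a direction and not a call. It was uneven between the arrays, at medians of 4.74 on replicate 1 and 0.93 on replicate 2, and with either replicate of crt/KU-2025 left out 9 of 9 passed. The scaling of the arrays does not account for the opposite signs of the medians, because the medians under the other scalings were -2.39 to -2.28 in Ldn/KU-2025 and 2.63 to 2.84 in crt/KU-2025. With normexp background correction they were -1.41 and 2.36. Probes that read transcripts of 1 gene family are a candidate explanation for their common behavior. The difference between the crt/KU-2025 arrays had an SD of 0.146 over the 9 probes, against a median of 0.382 over 10000 random sets of 9 probes, 2.14% of which had a smaller SD. The probes were chosen for moving together in Ldn/KU-2025, so that a gene family and genes of different families regulated together cannot be told apart.

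Over all probes, 582 were well above background on both arrays of Ldn/KU-2025 and on neither array of WT. The paper's text, tables and figures on these arrays name 1 of them, wheat0130Contig8964 of Table 4, and S3 Table lists 96 as up-regulated in Ldn/KU-2025, so that 485 are in neither. Of the 582, 368 (63.2%, exact 95% interval of 59.2% to 67.2%) were also detected in crt/KU-2025, against 68.2% of probes matched on their signal in Ldn/KU-2025. The interval takes the probes as independent, which they are not, and does not cover the spread between arrays. With 1 array left out, the share was 49.9% to 75.8%. Most were dim, with a median signal of 42.8 in Ldn/KU-2025, and 47 were at least 10-fold brighter there than in WT. The lowest scaled signal well above background was 23.93 and 24.16 on the Ldn/KU-2025 arrays, and 27.43 and 27.86 on the WT arrays. Part of the set may therefore come from the lower threshold in Ldn/KU-2025. Without replicate 2 of Ldn/KU-2025, 1053 probes met the definition. No biological explanation was tested for them.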

How the results depend on the processing

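Normexp background correction of the median spot signals was chosen only after the files were seen, and the other alternatives were set before the data were examined. The planned normexp correction of the mean spot signals was not run. The cause was not tested for any of the changes, except where the construction of the alternative shows it.

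The authors' scaled table, quantile normalization, scaling to the 75th percentile and removal of dim probes left all 8 counts of called probes within 1.5-fold. The slide as a block leaves the 367 and 74 probes of Ldn/KU-2025 by construction. A 2-fold threshold, which admits smaller changes, gave 853 up-regulated and 160 down-regulated probes in Ldn/KU-2025, 7852 up-regulated in crt/KU-2025, 626 and 96 shared, and 6785 higher and 5837 lower in crt/KU-2025 than in Ldn/KU-2025. The methods' t-test gave 2583 probes up-regulated in crt/KU-2025, 108 shared and 1911 higher in crt/KU-2025 than in Ldn/KU-2025, and with adjustment over the probes past 3-fold 174 shared up-regulated probes. On log2 signals the same test gave 2324 probes down-regulated in crt/KU-2025, 27 shared and 2126 lower in crt/KU-2025 than in Ldn/KU-2025. Fitting only WT and Ldn/KU-2025 gave 114 down-regulated probes. Normexp gave 89 up-regulated and 24 down-regulated probes in Ldn/KU-2025, 2030 and 2554 in crt/KU-2025, 59 and 17 shared, and 1598 higher and 2209 lower in crt/KU-2025 than in Ldn/KU-2025.

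The samples share only a replicate number. The replicate differences of the lines had correlations of -0.072 (WT and Ldn/KU-2025), 0.0339 (WT and crt/KU-2025) and -0.0567 (both dwarf lines), and the replicate block gave 142 and 30 probes in Ldn/KU-2025 and 112 and 23 shared probes.

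With each array left out in turn, a lone array is assumed to vary like those of the other lines. The up-regulated probes then ranged from 61 to 529 in Ldn/KU-2025 and from 4165 to 5275 in crt/KU-2025, the down-regulated probes from 15 to 116 and from 3439 to 4261, the shared probes from 27 to 418 and from 13 to 94, and the probes higher and lower in crt/KU-2025 than in Ldn/KU-2025 from 3287 to 4287 and from 2984 to 4014. The lowest counts of Ldn/KU-2025 and of shared probes came without replicate 1 of Ldn/KU-2025. Up-regulated probes made up 83.2% of those called in Ldn/KU-2025, and 53.4% without replicate 1 of WT (133 up-regulated and 116 down-regulated) and 51.3% without replicate 2 of WT (80 and 76).

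The correlation of the log2 ratios of the dwarf lines to WT was 0.629 on linear differences, 0.482 with normexp and 0.339 with a different WT array for each line, and 0.379 to 0.455 with arrays left out. The ratio of Ldn/KU-2025 to WT against that of crt/KU-2025 to Ldn/KU-2025 gave 0.336 on linear differences, 0.213 with normexp, 0.157 without dim probes, and 0.00932 to 0.135 with arrays left out. The ratio of crt/KU-2025 to WT against that of crt/KU-2025 to Ldn/KU-2025 gave 0.959 with normexp, 0.954 without dim probes, 0.916 with Spearman's rho, and 0.929 to 0.949 with arrays left out. The spread in crt/KU-2025 over that in Ldn/KU-2025 was 3.43 with normexp, 3.29 without dim probes, 3.35 by the median absolute ratio, 3.86 over called probes, and 2.70 to 3.15 with arrays left out.

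The medians of the probe classes kept their direction under the scaling alternatives. With normexp they were 1.21 in Ldn/KU-2025 and 2.85 in crt/KU-2025 for peroxidase, 0.76 and 6.41 for germin, 0.91 and 5.20 for the pathogenesis-related probe and -0.83 and -0.95 for disease resistance, and in Ldn/KU-2025 1.39 for chlorophyll a/b binding protein, 1.89 for ribulose bisphosphate carboxylase and -1.83 for histone. Scaling to the 75th percentile gave in Ldn/KU-2025 2.19 for chlorophyll a/b binding protein, 2.38 for ribulose bisphosphate carboxylase, -3.87 for disease resistance and -2.20 for histone, and in crt/KU-2025 -4.07 for disease resistance and 5.26 for the pathogenesis-related probe. Quantile normalization gave 2.40 for ribulose bisphosphate carboxylase and -2.18 for histone in Ldn/KU-2025. With arrays left out, the medians in Ldn/KU-2025 and crt/KU-2025 were 2.10 to 2.32 and 4.22 to 4.77 for peroxidase, 2.42 to 2.51 and 0.75 to 5.43 for ribulose bisphosphate carboxylase, -3.83 to -3.74 and -3.96 to -3.78 for disease resistance, -2.15 to -2.09 and -5.92 to -3.36 for histone, 1.01 to 1.21 and 5.43 to 5.49 for the pathogenesis-related probe, and 2.02 to 2.56 and 8.65 to 9.18 for germin. For chlorophyll a/b binding protein they were 2.25 to 2.40 in Ldn/KU-2025, and in crt/KU-2025 the sign reversed, from -0.46 without replicate 2 to 4.94 without replicate 1.

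Of 570 values of the 44 named probe results under an alternative, 515 kept their direction and their side of the threshold, 43 lost an adjusted p under 0.05 (35 in Ldn/KU-2025 and 8 in crt/KU-2025) and 4 gained one. The other 8 reversed. The log2 ratio of Vrn-A1 in Ldn/KU-2025 became -0.04 with the 75th percentile, -0.03 with quantile normalization, -0.02 with normexp, -0.01 without replicate 1 of WT and -0.04 without replicate 1 of Ldn/KU-2025, with a range of -0.04 to 0.12 over the arrays left out. That of TaAP1-3 became -0.04 with the 75th percentile, -0.01 with quantile normalization and -0.04 with normexp. Both were 0.05 or less before, within the spread of the replicates.

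Of the probes detected in WT and not in Ldn/KU-2025, 18 were at least 10-fold brighter in WT, of which 66.7% were not detected in crt/KU-2025, and with the positive and significant flag this share was 40.2%. Of those detected in Ldn/KU-2025 and not in WT, 47 were at least 10-fold brighter, of which 74.5% were detected in crt/KU-2025, and with the other flag this share was 58.8%. With arrays left out, the first set held 102 to 340 probes and its share was 47.7% to 65.6%, and the second 582 to 1053 probes and 49.9% to 75.8%, since fewer arrays are needed to meet the definition. Signal over background limits all changes of probes below background in 1 line to bounds. It limits the disease resistance probes most among the classes, with 2 of 3 at a bound in each dwarf line.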

Differences from the paper's values

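The correction by normexp was the only setting in this part that was chosen after seeing the values.

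The limma fit gave 4462 probes up-regulated in crt/KU-2025, and the paper's value is 2543. Of the alternatives set before the data were examined, the methods' t-test (2583), that test on log2 signals (3641), its adjustment over the probes past 3-fold (3303) and scaling to the 75th percentile (3683) came within 1.5-fold of the paper's value. Quantile normalization, the authors' scaled table, removal of dim probes, leaving out any array, the replicate block, the fit of only the lines compared and the 2-fold threshold did not. Normexp (2030), chosen after seeing the values, also came within it.

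For probes down-regulated in crt/KU-2025, the fit gave 4156 and the paper's value is 2591. The methods' t-test (3016), that test on log2 signals (2324), its adjustment over the probes past 3-fold (3391), the fit of only the lines compared (3873), and leaving out replicate 1 (3732) or 2 (3439) of WT or either replicate of Ldn/KU-2025 (3873) came within 1.5-fold of it. The 75th percentile, quantile normalization, the authors' scaled table, removal of dim probes, leaving out either replicate of crt/KU-2025, the replicate block and the 2-fold threshold did not. Normexp (2554), chosen after seeing the values, did. The paper's S3 Table lists 2951 probes for the same comparison, and 4156 is within 1.5-fold of that.

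For probes up-regulated in both dwarf lines, the fit gave 280 and the paper's value is 107. The methods' t-test (108), the replicate block (112) and leaving out replicate 1 of WT or replicate 2 of Ldn/KU-2025 (74 without the latter) came within 1.5-fold of it. The other alternatives set beforehand did not, and neither did normexp.

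The correlation of the log2 ratios of Ldn/KU-2025 and crt/KU-2025 to WT was 0.424, and the paper's value for signal intensity differences is 0.651. For the ratio of Ldn/KU-2025 to WT with that of crt/KU-2025 to Ldn/KU-2025 the values were 0.0908 and, in the paper, 0.301. For the ratio of crt/KU-2025 to WT with that of crt/KU-2025 to Ldn/KU-2025 they were 0.940 and, in the paper, 0.970. On differences of linear signals the 3 correlations were 0.629, 0.336 and 0.944, and only the first 2 came within the spread over single arrays of the paper's values. No other alternative set beforehand, and not normexp, came within it for any of the 3, so that the third differed under all of them.

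The signal ratios to WT of Ldn/KU-2025 were 1.03 for Vrn-A1 (wheat0130Contig14238), 0.803 for TaAP1-2 (rwhfl48m16) and 1.03 for TaAP1-3 (wheat0130Contig14728), and the paper's values for Ldn/KU-2025 are 0.064, 0.011 and 0.408. They differed under all alternatives set beforehand and under normexp. The ratios of crt/KU-2025 to WT, from the means of the log2 signals, were 0.0643, 0.0109 and 0.408. To the digits that the paper prints, these equal all of its values for Ldn/KU-2025. The paper's values are thus those of the arrays labeled crt/KU-2025. By RT-PCR, in plants younger than the array plants, the paper reports a decrease of these genes in both dwarf lines.

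The paper states that many MADS-box genes were down-regulated in Ldn/KU-2025. Of the 13 probes of its Table 3, which include 4 MADS-box probes, limma and the methods' t-test called 0 down-regulated in Ldn/KU-2025. The log2 ratios of 3 of the 4 MADS-box probes were below 0, at -0.55 for WM7 (rwhf1p23), -0.19 for WM13 (ncbi_gi_40644779_305) and -0.19 for WM8 (rwhfl24d04), with adjusted p-values of 0.031, 0.73 and 0.63 from limma with Benjamini-Hochberg adjustment. The log2 ratio of the BM5A probe wheat0130Contig1725 was 0.76, with an adjusted p of 0.021 from limma with Benjamini-Hochberg adjustment. By RT-PCR, the paper states that PR1 and PR4 were not up-regulated in the dwarf lines at normal temperature. By its methods, the plants for RT-PCR were younger than the array plants, which were grown for 8 weeks at 24°C. The RT-PCR and array results are therefore not from plants of the same age. On the arrays the PR1 probe was at least 24.4-fold and the PR4 probe at least 265-fold higher in crt/KU-2025 than in WT, and both were called by limma with Benjamini-Hochberg adjustment but did not pass the methods' t-test. A further probe described as pathogenesis-related 1, wheat0130Contig6231, had log2 ratios of 5.46 in crt/KU-2025 and 1.11 in Ldn/KU-2025, with adjusted p-values of 4e-05 and 0.013 from limma with Benjamini-Hochberg adjustment, and it passed the methods' t-test in crt/KU-2025. Of the 362 probes that S3 Table lists as up-regulated in Ldn/KU-2025, limma called 248, the methods' t-test 360 and its adjustment over the probes past 3-fold 361. Of the 59 listed as down-regulated, limma called 39 and both versions of the methods' t-test 59.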

Other observations

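The tests on the photosynthesis probes and on signal near the background threshold were chosen only after the result was seen.

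The 20 photosynthesis probes of S3 Table (chlorophyll a/b binding protein and ribulose bisphosphate carboxylase) differed between the arrays of crt/KU-2025. In 19 of 20 the signal was higher on replicate 2, by a median of 5.70 on the log2 scale and a range of -0.01 to 7.64. Against WT the median was -0.13 on replicate 1 and 5.30 on replicate 2, whereas the replicates of WT and Ldn/KU-2025 differed by medians of -0.02 and 0.03. The scaling of the arrays does not account for this, because the median was 5.74 after quantile normalization. A different share of green tissue in the crt/KU-2025 samples is a candidate explanation. The 32 other probes of the same list described with photosystem, plastocyanin, ferredoxin, chloroplast or thylakoid were all higher on replicate 2, by a median of 3.51 and a range of 0.13 to 5.30, and the 310 remaining probes of the list were higher in 195 cases, by a median of 0.12. The list was chosen on these arrays for a rise in Ldn/KU-2025. Light or the time of harvest would move the same genes, was not tested and stays open. Both arrays of crt/KU-2025 were on the same slide, so that the slide does not separate them.

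There were 102 probes well above background on both arrays of WT and on neither of Ldn/KU-2025. Of these, 56 (54.9%, exact 95% interval of 44.7% to 64.8%) were also not detected in crt/KU-2025, against 18.7% of probes matched on their WT signal. The interval takes the probes as independent, which they are not. With 1 array left out, the share was 47.7% to 65.6%. The matched probes share the WT signal but were not selected for a lack of detection in Ldn/KU-2025. Both dwarf lines are also judged against the same WT arrays, and no simulation was run for this share. The 18.7% is therefore not the share to be seen without a common cause. A sequence or expression variant of the D genome that KU-2025 gave to both dwarf lines is a hypothesis that this comparison cannot decide. The dwarf phenotype that both lines share would have the same effect and stays open. Signal near the background threshold may account for part of the set, since the median WT signal was 47.2 and 17.6% of the probes were at least 10-fold brighter in WT than in Ldn/KU-2025. Of these 18 bright probes, 12 were not detected in crt/KU-2025. Without replicate 2 of WT, 340 probes met the definition.

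The probe wheat0130Contig13733 appears in the paper both as a maize bZIP transcription factor (Table 2) and as a wheat FD-like 15 protein (Table 4), and its signals were 169.6 ± 8.48 (SD, n = 2) in WT, 96.8 ± 0.475 (SD, n = 2) in Ldn/KU-2025 and 907.8 ± 132 (SD, n = 2) in crt/KU-2025. The log2 ratios that the paper gives for the 24 probes of Tables 2 and 3 differed from those computed here by at most 0.019, and by 0.01 or less for 23 of them.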
